# Global Transcriptional Response of Escherichia coli Exposed *In Situ* to Different Low-Dose Ionizing Radiation Sources

**DOI:** 10.1128/msystems.00718-22

**Published:** 2023-02-13

**Authors:** Molly Wintenberg, Lisa Manglass, Nicole E. Martinez, Mark Blenner

**Keywords:** RNA-seq, stationary phase, radioactivity, radionuclides, environmental stress

## Abstract

Characterization of biological and chemical responses to ionizing radiation by various organisms is essential for potential applications in bioremediation, alternative modes of detecting nuclear material, and national security. Escherichia coli DH10β is an optimal system to study the microbial response to low-dose ionizing radiation at the transcriptional level because it is a well-characterized model bacterium and its responses to other environmental stressors, including those to higher radiation doses, have been elucidated in prior studies. In this study, RNA sequencing with downstream transcriptomic analysis (RNA-seq) was employed to characterize the global transcriptional response of stationary-phase E. coli subjected to ^239^Pu, ^3^H (tritium), and ^55^Fe, at an approximate absorbed dose rate of 10 mGy day^−1^ for 1 day and 15 days. Differential expression analysis identified significant changes in gene expression of E. coli for both short- and long-term exposures. Radionuclide source exposure induced differential expression in E. coli of genes involved in biosynthesis pathways of nuclear envelope components, amino acids, and siderophores, transport systems such as ABC transporters and type II secretion proteins, and initiation of stress response and regulatory systems of temperature stress, the RpoS regulon, and oxidative stress. These findings provide a basic understanding of the relationship between low-dose exposure and biological effect of a model bacterium that is critical for applications in alternative nuclear material detection and bioremediation.

**IMPORTANCE** Escherichia coli strain DH10β, a well-characterized model bacterium, was subjected to short-term (1-day) and long-term (15-day) exposures to three different *in situ* radiation sources comprised of radionuclides relevant to nuclear activities to induce a measurable and identifiable genetic response. We found E. coli had both common and unique responses to the three exposures studied, suggesting both dose rate- and radionuclide-specific effects. This study is the first to provide insights into the transcriptional response of a microorganism in short- and long-term exposure to continuous low-dose ionizing radiation with multiple *in situ* radionuclide sources and the first to examine microbial transcriptional response in stationary phase. Moreover, this work provides a basis for the development of biosensors and informing more robust dose-response relationships to support ecological risk assessment.

## INTRODUCTION

There has been increasing interest in using biological and chemical responses of various organisms to ionizing radiation for applications in bioremediation, nuclear security, food safety, and crop breeding, with some of this interest motivated by a changing nuclear climate (1, 2). The characterization of the effects of nuclear material on key environmental species has a central role in developing alternative, potentially clandestine, modes of detection using biological systems, informing dose-response relationships to support ecological risk assessment, and in bioremediation of contaminated environments. Realistic exposure scenarios, such as *in situ* exposure to radionuclides relevant to the nuclear fuel cycle, weapons development, and enrichment activities, can provide insight into the response of environmental microorganisms.

The effects of high doses (i.e., grays [Gy]) of ionizing radiation on microorganisms, such as DNA damage (3–5), oxidative stress (6, 7), and apoptosis (5, 7, 8) are well understood. However, the effects of lower doses (i.e., milligrays), particularly low linear energy transfer (LET) radiation, are poorly understood (5, 8–10) as responses and repair pathways are more nuanced. “Low” in the context of this work refers generally to dose and rose rates not anticipated meaningfully impact cellular function. Understanding the biological response of microbial systems subjected to low, environmentally relevant dose rates of ionizing radiation would support a better understanding of the fundamental science underlying new detection, dose-response relationships, and bioremediation applications. Moreover, studying radiation-induced responses at different points within the stationary phase with multiple types of emitters would provide a larger picture of microbial response and be more relevant to the majority population of cells in the environment (11).

Escherichia coli is an ideal system to study the microbial transcriptional response to low-dose ionizing radiation because it is well characterized with an annotated genome (12) and responses to other types of stress, such as nutrient starvation (13, 14), oxidative stress (15, 16), envelope stress (17), and temperature changes (18–20), are known. Previous studies have used E. coli as a model system to characterize the biological effects of high doses of ionizing radiation (21, 22) on DNA damage (23–25), oxidative stress (26), and transcription (27).

This work employs exposure of E. coli to radionuclides relevant to nuclear fuel cycle and enrichment activities *in situ*. This, combined with gene expression analysis, seeks to improve understanding of microbial response to low doses of ionizing radiation. The preferred metrics for quantifying exposure of biota to ionizing radiation are the absorbed dose and absorbed dose rate, where the absorbed dose is the average energy imparted to matter by ionizing radiation, per unit mass, with units of grays (Gy), where 1 Gy is equivalent to 1 J kg^−1^. The target absorbed dose rate of ~10 mGy day^−1^ for this experiment is consistent with the highest Department of Energy dose rate guideline for radiation protection of the environment (9) and is comparable to dose rates observed at some sites with legacy contamination (28). Although the referenced DOE guidelines do not specifically address microorganisms, and our dose rates are approximate, we consider them to be representative of a “low dose rate,” particularly as a recent National Academies report concerning low-dose radiation research defined, in the context of humans, low doses to be below 100 mGy and low dose rates to be less than 5 mGy h^−1^ (29).

The radionuclides considered, namely, ^239^Pu, (half-life [*t*_1/2_] = 24,110 years), tritium (^3^H) (*t*_1/2_ = 12.3 years), and ^55^Fe (*t*_1/2_ = 2.7 years), decay by alpha emission, beta emission, and electron capture, respectively. These radionuclides make interesting comparisons because of the type and energy of radiations emitted as well as being of interest in nuclear sensing applications. ^3^H and ^55^Fe are both common nuclear activation products and ^239^Pu is a fissile nuclide that can be made into a fission weapon or thermonuclear weapon “trigger” (7, 30, 31). Tritium is a pure beta emitter, meaning it has no other associated emissions. ^55^Fe emits electrons and characteristic X rays of similar energy to that of the tritium beta emission. ^239^Pu primarily emits alpha particles, with lesser frequencies of X rays, gamma rays, and electrons (32); note that no radionuclide is a “pure” X-ray or alpha emitter. Of the radionuclides relevant to nuclear activities, these three were chosen because of the similarity in energy emission between ^3^H and ^55^Fe as well as the chemical similarity of iron and plutonium; this along with the different radiations emitted make interesting comparisons when considering *in situ* radionuclides (33).

Ultimately, the goal of this work was to characterize the response of E. coli to low-dose ionizing radiation. To do so, an RNA sequencing approach with downstream transcriptomic analysis (RNA-seq) was used to investigate the global transcriptional response of stationary-phase E. coli DH10β exposed *in situ* to ^239^Pu, ^3^H, or ^55^Fe for 1 day and 15 days. Differential expression analysis revealed significant changes in gene expression of E. coli at the two times studied with the three radionuclide sources. These exposures induced differential expression of E. coli genes involved in biosynthesis pathways of nuclear envelope components, amino acids, and siderophores, transport systems such as ABC transporters and type II secretion proteins, and initiation of stress response and regulatory systems of temperature stress, the RpoS regulon, and oxidative stress. The results and analysis presented here provide new insights into the transcriptional response of a model bacterium to *in situ* low-dose ionizing radiation exposure.

## RESULTS

### Experimental approach to *in situ* exposure.

To begin characterization of the stationary-phase bacterial response to low-dose ionizing radiation, E. coli DH10β was subjected to continuous exposure to ^239^Pu, ^3^H, or ^55^Fe for 15 days (Fig. 1). Stationary-phase cells were used to represent the majority of cells within a communal environment (11). Growth of E. coli was monitored with optical density measurements at 600 nm (OD_600_) throughout the 15-day study (see Fig. S1A in the supplemental material). 

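RNA from *E. coli* DH10β cultures was sequenced after 1 day and 15 days without a radionuclide, with 239Pu, with 3H, with 55Fe or with stable FeCl_3_. The authors deposited 1 table with 3 measures per library for 4566 genes of *E. coli* K-12 MG1655, made by aligning the reads with HISAT2, assembling transcripts with StringTie and summing to genes with tximport. The measures are estimated counts, FPKM and a gene length. Estimated counts, which are not scaled for library depth and are not whole numbers, were rounded and used for every comparison. Each of the 10 combinations of treatment and day has 3 columns, numbered R1 to R3 in their labels. That equal numbers at the 2 days mean 1 flask is an assumption. Equal numbers in different treatments are different flasks. In 2 of the combinations a pair of columns is identical in all 4566 genes and in all measures: R2 and R3 of the day 1 control, and R1 and R2 of day 1 FeCl_3_. Each identical pair was used once, as R2 of the control and R1 of FeCl_3_, which leaves 28 libraries, with n = 2 for the day 1 control, n = 2 for day 1 FeCl_3_ and n = 3 for each of the others.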

Gene expression levels of mRNA isolated from irradiated and nonirradiated E. coli were measured at 1 day and 15 days through RNA sequencing (RNA-seq) and downstream transcriptomic analysis. Illumina sequencing was performed on 30 RNA samples and generated ~508 million reads in total (Table S1). 

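The 28 libraries held between 5137723 and 87496000 estimated counts, with a median of 38803345. The smallest library was FeCl_3_ day 1 R1 and the largest was 239Pu day 1 R3. The share of counts on rRNA genes ranged from 0.1% in 55Fe day 1 R1 to 92.5% in control day 1 R1 and was 92.2% in 3H day 1 R3. Transfer-messenger RNA (*ssrA*) took a median of 4.72% of the counts in the control, 5.58% with 239Pu, 25.7% with 3H, 37.3% with FeCl_3_ and 50.0% with 55Fe at day 15. Together, rRNA genes, *ssrA* and the RNase P RNA (*rnpB*) held a median of 86.5% of the counts with 3H at day 15 and 8.44% in the control of that day. The median gene had 30.4 counts in the median library with 3H at day 15 and 2311 in that of the control. Control day 1 R1 and 3H day 1 R3 had rank correlations of 0.913 with each other across genes, higher than with any library of their own condition, and genes are not independent replicates.

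**Figure D1:**
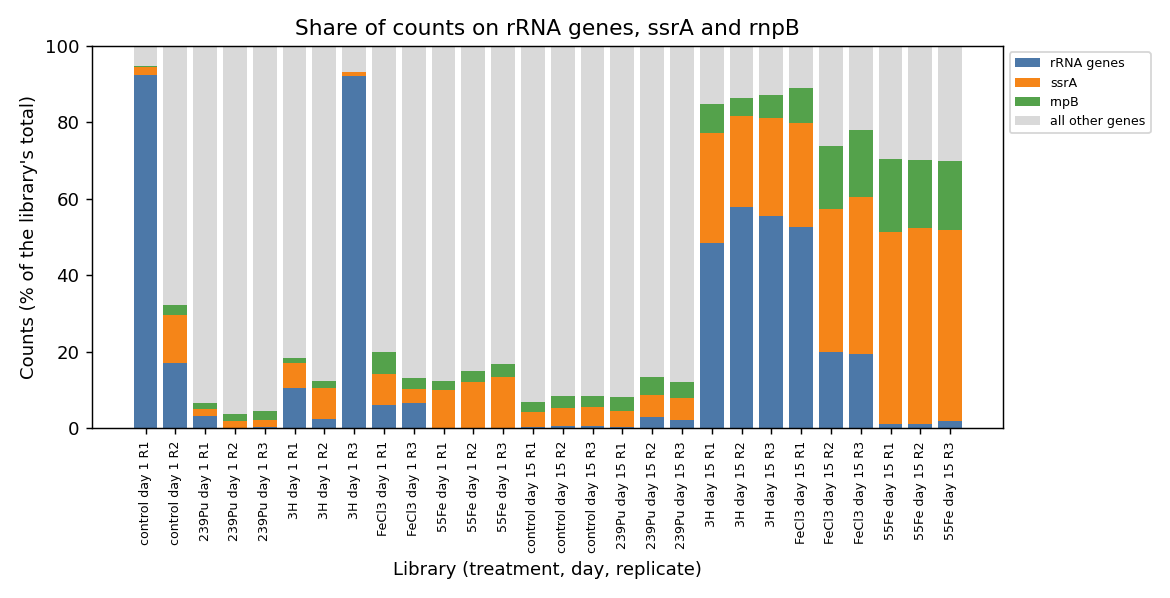
Share of each library's counts (percent, vertical axis) on rRNA genes, *ssrA*, *rnpB* and all other genes, for the 28 libraries (horizontal axis, by treatment, day and replicate). At day 15 the 3 classes of stable RNA take a median of 86.5% of the counts with 3H and 8.44% in the control.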

The E. coli K-12 reference genome served as the framework for read alignment and transcript mapping. Gene abundance estimates were used in pairwise comparisons of ^239^Pu-, ^3^H-, or ^55^Fe-treated samples and nonirradiated controls (Fig. S2) to determine differential expression based on a generalized linear model utilizing a negative binomial distribution. 

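Each radionuclide was compared with its reference within a day by edgeR's quasi-likelihood negative binomial test on the libraries of the 2 groups alone, with TMM normalization and edgeR's filter on low counts. The filter kept between 3686 and 3981 genes. Counts scaled to CPM after TMM normalization were used for the means and standard deviations that follow. The log_2_ fold changes are relative to the bulk of the genes, since TMM sets the scale by it. At day 15 the effective library size after TMM normalization differed between 3H and the control by 4.97 on the log_2_ scale. A group of 1066 genes had fewer than 40 counts per kilobase in every 239Pu library; with the 239Pu libraries of the other day alone the number was 1116 for the day 1 comparison of 239Pu and 1113 for that of day 15. These are named low-coverage genes.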

Pairwise comparison of ^55^Fe and a stable iron control should provide radiological effects of radioiron and decouple chemical effects by control reference gene expression. Moreover, without a stable analog, nonirradiated E. coli serves as the reference for pairwise comparisons to ^239^Pu. 

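The paper states that the control, 239Pu and 55Fe libraries were depleted of rRNA with Ribo-Zero and the 3H and FeCl_3_ libraries with RiboMinus. The comparison of 55Fe with FeCl_3_ therefore sets 1 kit against the other, as does the comparison of 3H with the control, and within each of them the kit and the treatment cannot be told apart. The comparison of 239Pu with the control uses 1 kit.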

Genes were determined to be differentially expressed if the absolute value of the log_2_ fold change (|log_2_ FC|) was >2 and had an adjusted *P* value of <0.05.

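A gene was called differentially expressed when its adjusted p was under 0.05 and its log_2_ fold change passed 2 in size, the thresholds of the paper. On simulated counts with 200 changed genes and the dispersion and depths of the libraries, edgeR recovered 158 genes with 7 false calls for 239Pu at day 1, 198 with 0 at day 15, 122 with 9 for 3H at day 1, 179 with 3 at day 15, 113 with 4 for 55Fe at day 1 and 177 with 2 at day 15. The changed genes all had an equal size of change past the threshold, as many higher as lower, and were drawn from genes without low counts. No simulated gene held constant counts while depth changed. The numbers therefore do not carry over to changes near the threshold, to low-coverage genes or to comparisons with many more changed genes.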

**FIG 1:**
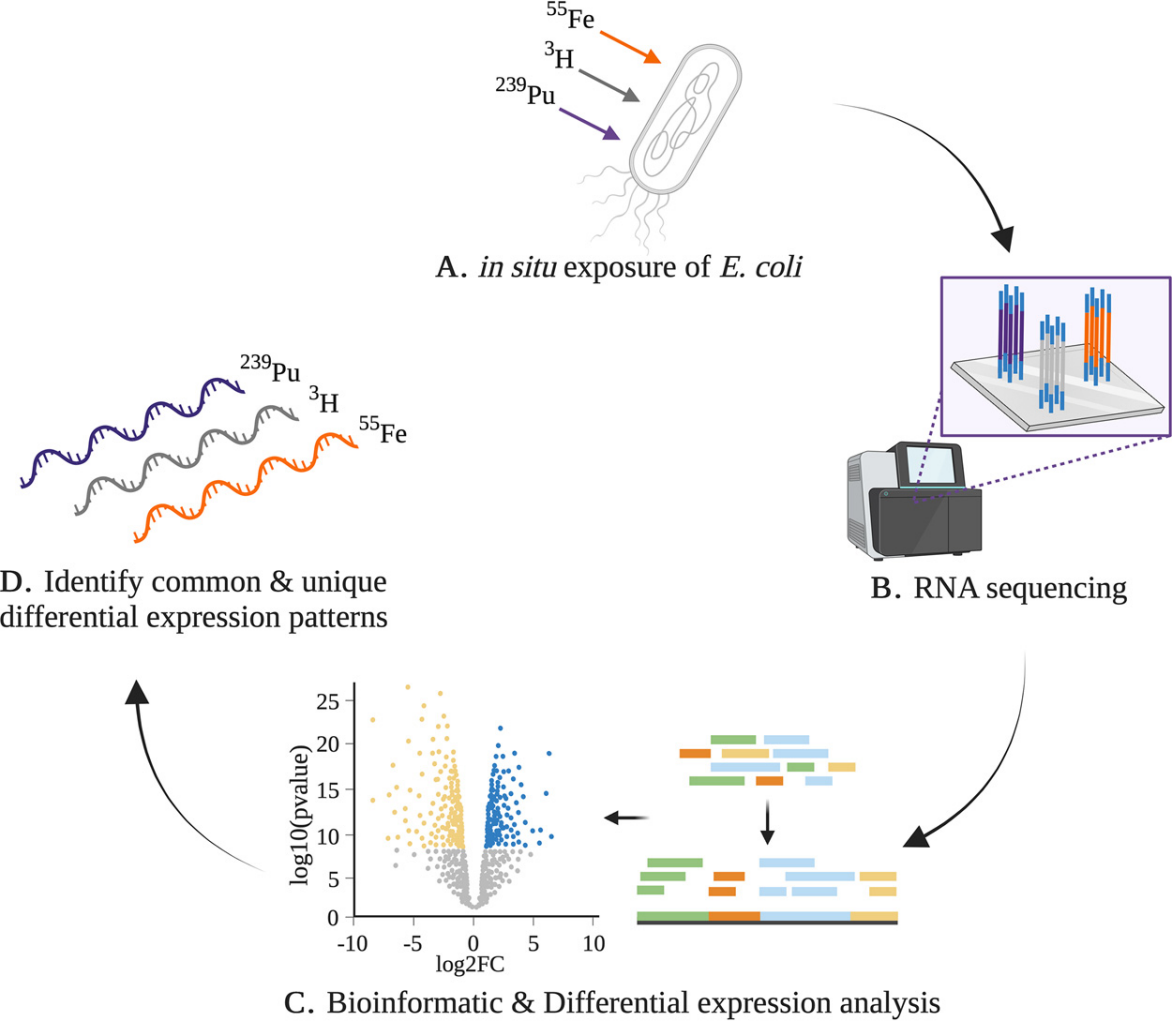
Overview of (A) radiological exposure scenarios of ^239^Pu, ^3^H, and ^55^Fe with stationary-phase *E. coli* using (B) RNA-seq and (C) differential expression analysis to (D) identify unique transcriptional signatures of radiation exposure. The figure was made with BioRender.

10.1128/msystems.00718-22.1 FIG S1 (A) Visual overview of sample flask inoculation made with Biorender; (B) flask growth of E. coli in M9 minimal medium displayed as optical density at 600 nm over the period of study for ^239^Pu (■), ^3^H (○), ^55^Fe (*), the control (◊), and stable FeCl_3_ (●). Download FIG S1, PDF file, 1.3 MB. Copyright © 2023 Wintenberg et al. 2023 Wintenberg et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/msystems.00718-22.2 FIG S2 Principal-component analysis of all RNA-seq samples in this study. 

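A principal-component analysis of the log_2_ CPM (prior count 2) of the 500 most variable genes over the 28 libraries put 36.3% of the variance on component 1 and 19.9% on component 2. With all 4276 genes in place of 500, component 1 held 40.3%. At day 15 the 239Pu libraries lay between 42.1 and 50.1 on component 1 and the control libraries between 46.4 and 51.1, so the 2 groups overlapped there. On component 2 they did not, with 239Pu between 29.7 and 31.5 and the control between 25.5 and 28.3. On component 1, to which the values that follow belong, the libraries of that day with 3H lay between -69.1 and -58.3. Those with 55Fe lay between -42.4 and -31.7, and those with FeCl_3_ between -28.6 and -21.1. At day 1 the 239Pu libraries lay between 32.7 and 40.8. Of the other day 1 libraries, control R1 at -41.0, FeCl_3_ R1 at -36.9 and 3H R3 at -33.4 lay apart from the libraries of their own condition, which lay between 5.84 and 11.8 for 3H, at 6.09 for the control and at 6.02 for FeCl_3_.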

Download FIG S2, PDF file, 0.01 MB. Copyright © 2023 Wintenberg et al. 2023 Wintenberg et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/msystems.00718-22.5 TABLE S1 Characteristics of RNA-seq data in this study. Download Table S1, DOCX file, 0.02 MB. Copyright © 2023 Wintenberg et al. 2023 Wintenberg et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Overlapping and unique global transcriptional responses characterize *in situ* exposure of E. coli.

Significant change in gene expression was induced in E. coli for all radiological exposures considered. 

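For 239Pu, 2015 of 3860 tested genes had an unadjusted p under 0.05 at day 1 and 1406 of 3901 at day 15. For 3H at day 15, the number was 3005 of 3867. For 55Fe against FeCl_3_, 1550 of 3981 genes had an unadjusted p under 0.05 at day 1 and 1805 of 3686 at day 15. Chance alone gives 5% of the genes.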

The global transcriptional responses of E. coli following 1 day and 15 days of individual radionuclide exposures are shown with volcano plots in Fig. 2, and the numbers of differentially expressed genes are displayed within the plots. 

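Among called genes whose 2 groups did not overlap, those with the highest and lowest log_2_ fold changes at day 1 of 239Pu were *yliM* and *yccE*, with at most 1 and 0 counts in the control libraries, at least 112-fold and 3.06-fold higher, and the 5S rRNA genes *rrfH* and *rrfC*, with log_2_ fold changes of -11.48 and -11.10. At day 15 they were *cysP* (3.33) and *pyrL*, with at most 1 count in the 239Pu libraries, at least 157-fold lower, while *hisH* (6.81) and *ynbA* (5.49) were called with groups that overlapped. For 3H at day 15, they were *rpmJ*, with at most 2 counts in the control libraries, at least 6285-fold higher, *gcvR* (12.49), and *hprS* and *emrY*, with 0 counts in the 3H libraries, at least 32.0-fold and 12.5-fold lower. For 55Fe at day 1, *csgF* was at least 72.0-fold higher and *truB* had a log_2_ fold change of 9.03, while *ispE* and *ilvX* were at least 2091-fold and 1323-fold lower. For 55Fe at day 15, they were *gpsA* (10.72), *ivbL* (at least 115-fold higher), *yebW* (at least 243-fold lower) and *tyrA* (-6.87). Each fold against libraries with 3 counts or fewer is a lower bound, taken with those libraries at 3 counts. At day 1, rRNA genes took between 17.1% and 92.5% of the counts in the control libraries and between 0.178% and 3.32% with 239Pu. The values of *rrfH* and *rrfC* therefore cannot be told apart from a difference in rRNA depletion.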

Whole-transcriptome analysis with multiple time points in stationary phase demonstrates response dynamics, as the transcriptional response of E. coli to each type of radionuclide varied with time. 

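The change of each effect between the days was tested as an interaction term in edgeR. The effect of 239Pu differed between day 1 and day 15 in 606 of 4010 genes, 258 with a higher and 348 with a lower log_2_ fold change at day 15. For 3H the effect differed in 1535 of 4089 genes, 586 higher and 949 lower at day 15. That of 55Fe differed in 1029 of 4138 genes, 529 higher and 500 lower. With the replicate number as a block, the numbers were 371 for 239Pu (63 higher and 308 lower), 1002 for 3H (279 and 723) and 523 for 55Fe (245 and 278). The numbers with DESeq2's Wald test were 740 (425 and 315), 1895 (898 and 997) and 1182 (606 and 576), so the balance of higher and lower genes depended on the test. From the responses at the 2 days, the paper concludes that the response to each radionuclide varied with time.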

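With 239Pu, 377 genes were called at day 1, 248 of them higher and 129 lower, and 8 at day 15, 6 higher and 2 lower. Scaling by library totals in place of TMM gave 47 genes at day 1, and DESeq2's Wald test gave 737, of which 313 were higher and 424 lower. With the replicate number as a block the day 1 count was 233. The residuals of same-numbered 239Pu and control libraries had a mean correlation of 0.16 across genes. The -0.08 of other pairs follows from that value, since residuals cancel within each group, and is no separate comparison. With 1 239Pu library left out in turn, between 257 and 264 genes were called at day 1. At day 15, 4 to 21 genes were called when 1 of the 6 libraries was left out. *cysP*, which encodes a thiosulfate-binding protein, had 68.6 ± 8.31 (SD, n = 3) CPM with 239Pu at day 15 and 6.80 ± 0.302 (SD, n = 3) CPM in the control, a log_2_ fold change of 3.33 (standard error 0.11, adjusted p = 4.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).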

Exposure to ^239^Pu induced a moderate change in gene expression in E. coli after 1 day but a minimal change after 15 days (Fig. 2A and B), with 590 (13.8% coding DNA sequences [CDSs]) and 11 (0.3% CDSs) differentially expressed genes at 1 day and 15 days, respectively. The opposite response pattern was observed for E. coli with exposure to ^3^H, with extensive differential expression induced after 15 days and a considerably smaller change following 1 day (Fig. 2C and D) with 2,137 (49.9% CDSs) and 46 (1.1% CDSs) differentially expressed genes, respectively. 

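At day 15 of 3H, 1630 genes were called, 803 higher and 827 lower. After 1 day 0 genes were called, beside the 463 with an unadjusted p under 0.05. DESeq2's Wald test called 46 genes at day 1, 42 higher and 4 lower, and 2138 at day 15. Of the 803 genes called higher at day 15, 393 were low-coverage genes, and of the 827 called lower, 0 were. Scaling by library totals moved the median log_2_ fold change of all genes at day 15 by -4.55, and 70 of 3240 called genes were then higher. With the replicate number as a block, 0 genes were called at day 1 and 1519 at day 15, and same-numbered libraries had mean residual correlations of -0.06 and -0.02. Leaving out 1 of the 6 libraries gave between 1495 and 1878 genes at day 15.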

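Against FeCl_3_, 415 genes were called after 1 day of 55Fe and 570 after 15 days. The day 1 count rests on 2 FeCl_3_ libraries of 5137723 and 30834654 estimated counts, and leaving out 1 of the 3 55Fe libraries gave between 0 and 33 genes. With DESeq2's Wald test the day 1 count was 806. With the replicate number as a block it was 41, with a mean residual correlation of -0.16 between same-numbered libraries, a fit that left 1 degree of freedom and recovered 0 of the 200 changed genes of the simulation. At day 15, leaving out 1 library gave between 499 and 586 genes, and the block gave 522, with a mean residual correlation of 0.04. The FeCl_3_ libraries of day 15 have the lowest alignment rates that the paper lists, and what this adds to the 570 was not tested.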

E. coli exposed to ^55^Fe exhibited the largest change in gene expression with respect to a stable iron chloride control after a single day of irradiation and a moderate change following 15 days (Fig. 2E and F). One day of exposure to ^55^Fe induced differential expression of 1,144 (26.7% CDSs) genes in E. coli, whereas 15 days of exposure induced 661 (15.4% CDSs) genes. Unlike with the other two radionuclides studied, the numbers of genes upregulated in E. coli irradiated by ^55^Fe were equivalent after 1 day and 15 days.

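Of the genes called for 55Fe, 162 were higher and 253 lower at day 1, and 261 were higher and 309 lower at day 15. DESeq2's Wald test gave 256 higher and 550 lower at day 1.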

**FIG 2:**
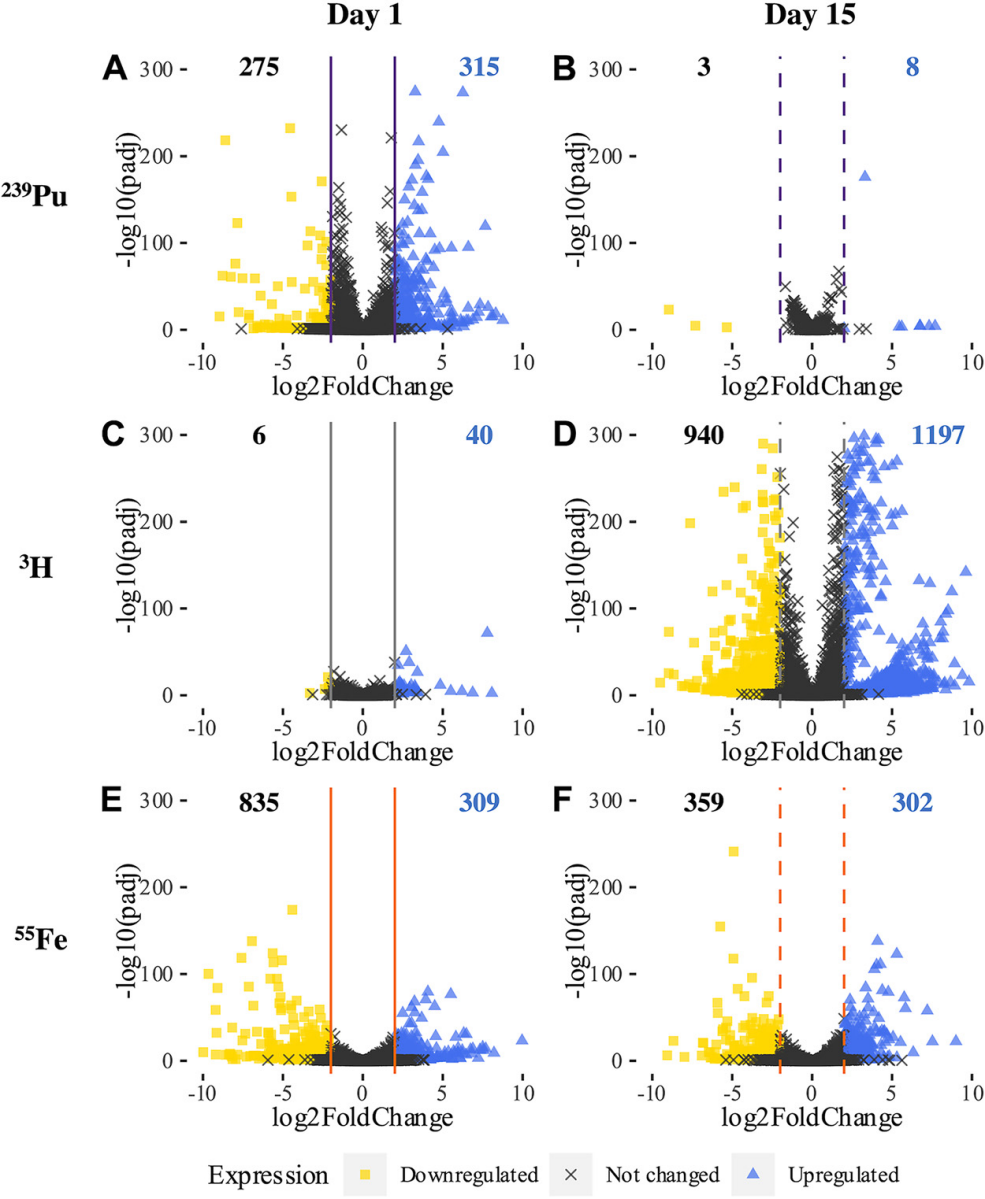
Volcano plots displaying the global transcriptional response of *E. coli* after 1 day (solid line) or 15 days (dashed line) of exposure to (A and B) ^239^Pu, (C and D) ^3^H, or (E and F) ^55^Fe sources are represented by the Benjamin-Hochberg adjusted *P* value (padj) compared to the |log_2_ FC|. Differential expression significance was set with the statistical parameters adjusted *P* value (padj) of <0.05 and |log_2_ FC| > 2, with reference expression baseline set to the nonirradiated control. Genes upregulated, downregulated, and not significantly changed by treatment are represented by blue triangles, yellow squares, and black X’s, respectively.

Differentially expressed genes were sorted for uniqueness by the specific radionuclide to which they were exposed and illustrated by Venn diagrams (Fig. 3A and B) to identify potential radionuclide-discriminating responses or commonly induced responses. The numbers of upregulated and downregulated genes (represented by arrows in Fig. 3) in E. coli following exposure to ^239^Pu (purple), ^3^H (gray), or ^55^Fe (orange) for 1 day (Fig. 3A) and 15 days (Fig. 3B) are shown in the Venn diagrams. Differential expression analysis revealed exposure to a single source induced unique expression of several genes after 1 day and 15 days. Moreover, other genes were differentially expressed by more than one radionuclide, as seen in the unions of the Venn diagrams, indicating common responses in E. coli to the absorbed dose rate studied.

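Within day 1, 273 genes were called for 239Pu and no other source, 311 for 55Fe and no other source, and 0 for 3H. Within day 15, 3 genes were called for 239Pu alone (*murD*, *ulaE* and *ynbA*), 1345 for 3H alone and 289 for 55Fe alone. Of the 1345 genes, 375 were low-coverage genes. The names of the 3 genes were looked up after the count was known. A gene called for 1 source and not for another is not shown to differ between the sources, and that difference was not tested.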

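At day 1, 104 genes were called for both 239Pu and 55Fe, and 26 of these changed in 1 direction. At day 15, 281 genes were called for both 3H and 55Fe, 230 of them in 1 direction, and 5 for both 239Pu and 3H, all of them in 1 direction. *yjbH* was called for all 3 sources at day 15 and was named after that count was known. From the genes shared between sources, the paper proposes common responses to the absorbed dose rate.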

**FIG 3:**
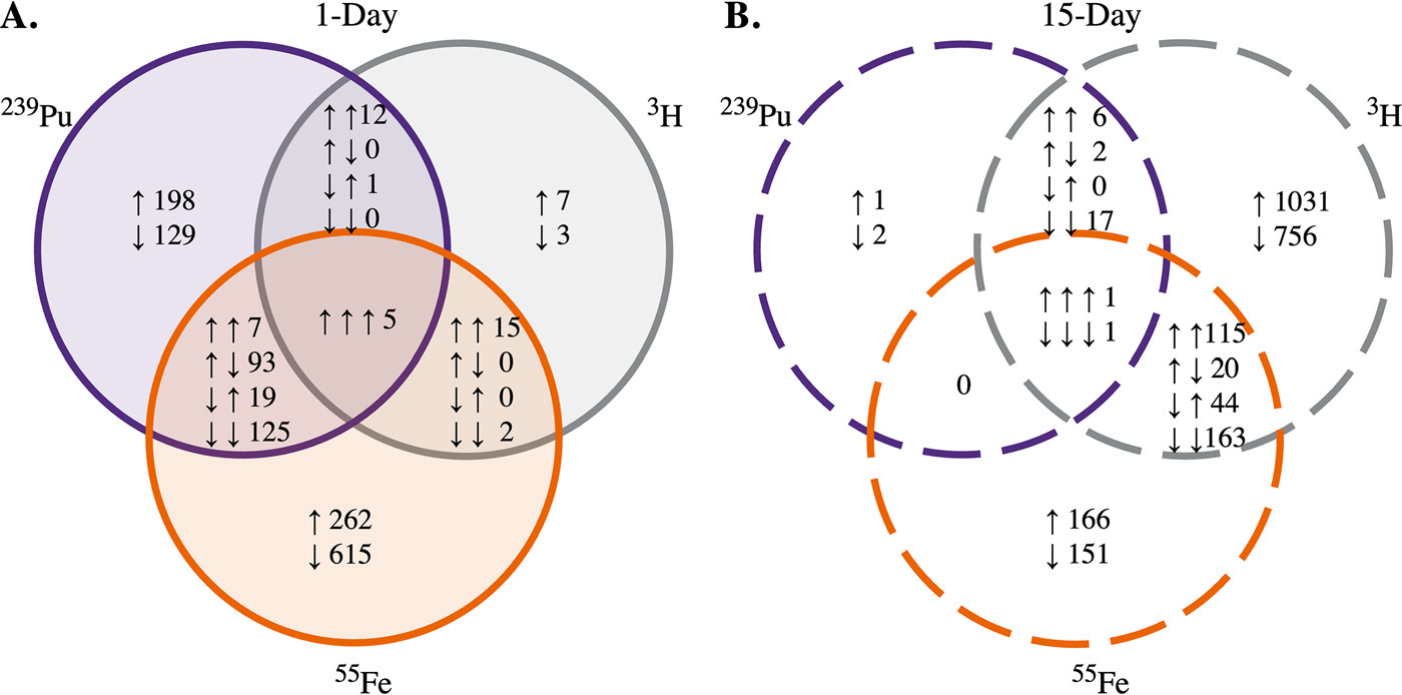
Specific transcriptomic responses of *E. coli* induced by exposure to a single radionuclide source. Results are displayed in the Venn diagrams. The numbers of differentially expressed genes in *E. coli* following (A) 1 day or (B) 15 days of irradiation with ^239^Pu, ^3^H, or ^55^Fe are colored in purple, gray, and orange, respectively. Unions represent genes differentially expressed by more than one radionuclide.

### Overrepresentation analysis of differentially expressed genes identified key pathways induced by *in situ* exposure.

Functional annotations and enrichment analyses of differential expression results were performed to give biological context to differentially expressed genes. Overrepresentation analysis of differentially expressed genes was performed with clusterProfiler (34, 35) using KEGG pathways (36) for E. coli to identify pathways significantly changed by irradiation. Comparison of enriched pathways by different radionuclide exposures was made with the compareCluster function (34). Results of this analysis indicate key similarities and differences in the response of E. coli to the three different radiological exposures and the two times studied (Fig. 4A). Significant pathways in E. coli induced by irradiation were determined via overrepresentation analysis through calculation of a Benjamini-Hochberg adjusted *P* value and applying a cutoff for significance of <0.05 (Fig. 4A). Several of pathways in E. coli were significantly overrepresented by more than one radionuclide. 

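Of the 14 tested genes of purine biosynthesis, 6 were called higher after 1 day of 55Fe and 0 lower (median log_2_ fold change 2.65; odds ratio 6.52, adjusted p = 0.024 from Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 120 tests of 20 gene sets in 6 comparisons). The sets were written by gene symbol, the background was the genes tested in the comparison, and genes of a set are not independent. At day 1 of 3H, 0 of the 14 genes were called, with a median log_2_ fold change of 2.32, while with the calls of DESeq2's Wald test 9 of 15 were higher (adjusted p = 3.67e-13 from Fisher's exact test over the same 120 tests). *purH*, which lies on the K-12 MG1655 chromosome from 4205943 to 4207532 and encodes a bifunctional enzyme of the pathway, had a log_2_ fold change of 3.18 with 3H (standard error 1.00, adjusted p = 0.30 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 2.76 with 55Fe (standard error 0.79, adjusted p = 0.073 from the same test). DESeq2's Wald test called the gene in both comparisons, at 3.22 and 2.83. Over all sets, 13 tests had an adjusted p under 0.05, and 21 with the calls of DESeq2.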

Purine metabolism (eco00230) was overrepresented following 1 day of either ^55^Fe or ^3^H exposure. ABC transporters (eco02010) were also overrepresented in E. coli after 1 day of either ^55^Fe or ^239^Pu exposure and 15 days of ^3^H exposure. 

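The 75 ABC transporter genes of Fig. 5 served as the set, a choice of the paper from these same data. With 239Pu at day 1, 10 of 58 tested genes were called (odds ratio 1.95, adjusted p = 0.357 from Fisher's exact test over the 120 tests), and after 1 day of 55Fe 11 of 66 were (odds ratio 1.74, adjusted p = 0.439 from the same test). After 15 days of 3H the number was 41 of 56 (odds ratio 3.82, adjusted p = 1.36e-04 from the same test). With the calls of DESeq2's Wald test, 35 of 75 genes were called for 239Pu, 30 of them lower (odds ratio 4.54, adjusted p = 4.00e-08), and 23 of 75 for 55Fe, 18 of them lower (odds ratio 2.01, adjusted p = 0.0513).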

Exposure to ^55^Fe induced several pathways in E. coli related to carbohydrate metabolism, such as glycolysis/gluconeogenesis (eco00010), the citrate cycle (eco00020), and the pentose phosphate pathway (eco00030).

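Of 19 tested genes of the citrate cycle, 8 were called lower after 1 day of 55Fe and 0 higher (odds ratio 6.35, adjusted p = 0.007 from Fisher's exact test over the 120 tests). Of 7 pentose phosphate genes, those of Table 1 with *deoB* and *fbaA* from the text of the paper, 5 were called higher after 15 days of 55Fe (odds ratio 13.8, adjusted p = 0.0209 from the same test). For the 9 gluconeogenesis genes of Table 1 the number was 5 (odds ratio 6.88, adjusted p = 0.0546). The genes of these 2 sets were chosen by the paper from these same data.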

**FIG 4:**
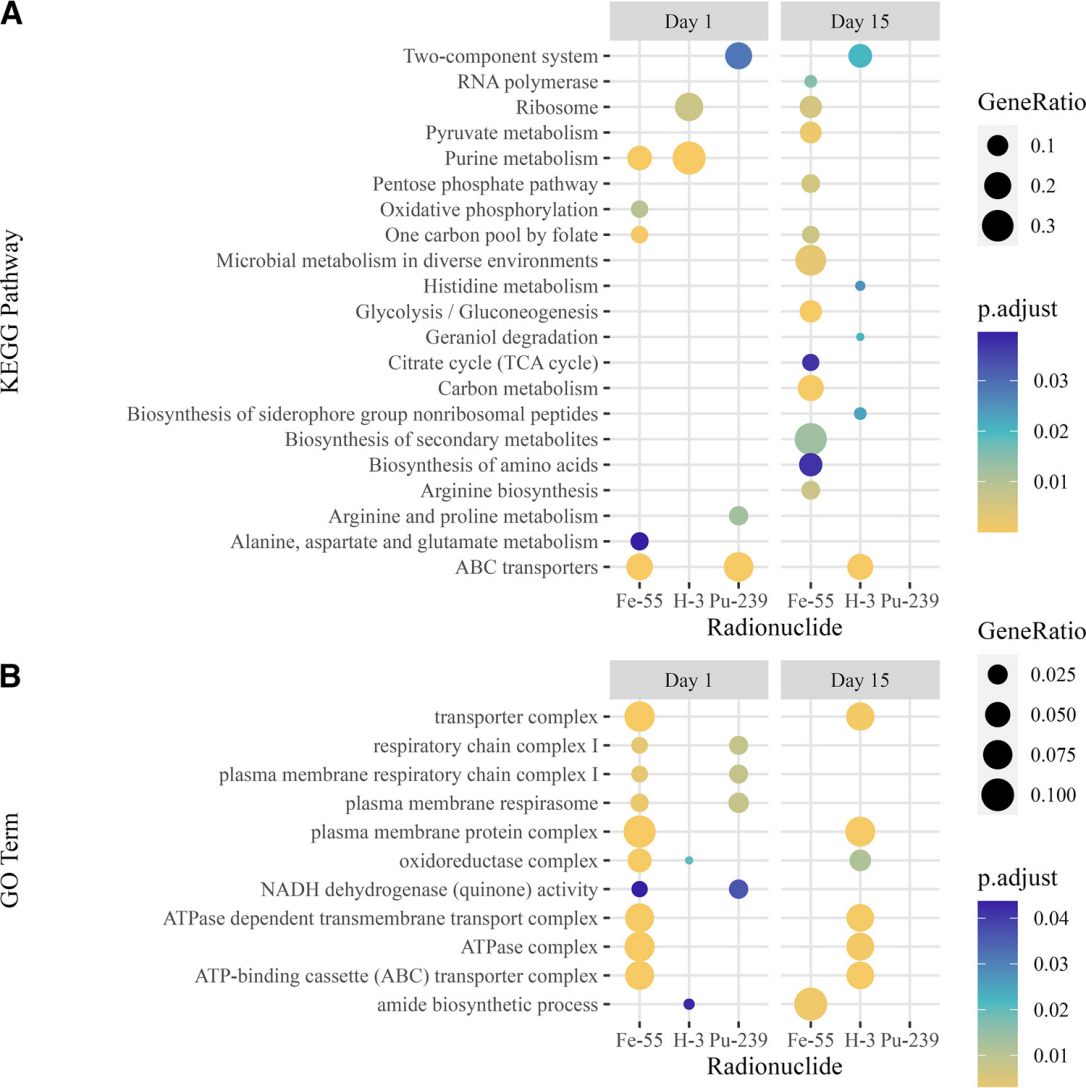
(A) Dot plot displays of KEGG pathways enriched in *E. coli* following 1 day or 15 days of ^55^Fe, ^3^H, or ^239^Pu irradiation identified by overrepresentation analysis; (B) dot plot displays of GO terms significantly overrepresented in *E. coli* following 1 day or 15 days of ^55^Fe, ^3^H, or ^239^Pu irradiation identified by overrepresentation analysis. The color gradient displays the adjusted enrichment *P* value (p.adjust), and the size of the dots denotes the gene ratio of significantly annotated genes to the total number of genes within the pathway.

Overrepresentation analysis of differentially expressed genes annotated with GO terms was also performed with clusterProfiler using the enrichGO function for E. coli to identify GO terms significantly changed by irradiation. Key similarities and differences between radionuclides were identified (Fig. 4B). Genes differentially expressed by both 1 day of exposure to ^55^Fe and 15 days of exposure to ^3^H mapped to several overrepresented GO terms for transporter complex, plasma membrane complex, oxidoreductase complex, ATPase-dependent transmembrane complexes, and ABC transporters (Fig. 4B). A single day of exposure to either ^239^Pu or ^55^Fe induced similar changes in gene expression in E. coli with overrepresented GO terms of respiratory chain complex I, NADH dehydrogenase activity, and plasma membrane respirasome respiratory chain complex I (Fig. 4B).

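Of the 13 genes of respiratory complex I, 11 were tested after 1 day of 239Pu and 6 were called, all of them higher (odds ratio 11.2, adjusted p = 0.00604 from Fisher's exact test over the 120 tests). With 55Fe for 1 day, 0 of the 12 tested genes were called, with a median log_2_ fold change of -2.46. With the calls of DESeq2's Wald test, 5 of 13 were lower (odds ratio 2.81, adjusted p = 0.244 from the same test).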

### Common changes in central and energy metabolism were observed for all radionuclide exposures.

KEGG pathway and GO overrepresentation analyses of differentially expressed genes in E. coli demonstrate significant changes in gene expression to carbohydrate and energy metabolism following exposure to ^3^H or ^55^Fe and not ^239^Pu (Table 1). 

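*pgi*, which encodes glucose-6-phosphate isomerase, had 106 ± 3.68 (SD, n = 3) CPM after 15 days of 55Fe and 22.5 ± 2.56 (SD, n = 3) CPM with FeCl_3_, a log_2_ fold change of 2.23 (standard error 0.16, adjusted p = 2.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The values of *fbp*, *eno* and *gapA* with 55Fe were 2.29, 2.39 and 2.87 (adjusted p = 9.8e-04, 0.0016 and 4.9e-04 from the same test), and that of *fbaA* was 2.51, between 2.11 and 2.90 with 1 library left out. With 3H at day 15, *pgi* had a log_2_ fold change of 2.04 (standard error 0.11, adjusted p = 1.0e-05 from the same test), *fbp* of 1.92, *fbaA* of 2.54 and *eno* of 1.52, while *gapA* was lower at -0.62 (standard error 0.08, adjusted p = 5.2e-04 from the same test). Scaled by library totals, these 3H values were -2.51, -2.63, -2.01 and -3.03.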

Of the 9 key enzymes in gluconeogenesis, five of them were significantly upregulated in E. coli exposed to ^55^Fe and moderately upregulated (|log_2_ FC| > 1.6) by ^3^H exposure for 15 days. 

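With 55Fe at day 1, *icd* (isocitrate dehydrogenase) had a log_2_ fold change of -3.39 (standard error 0.42, adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *mdh* (malate dehydrogenase) of -2.31 (standard error 0.36, adjusted p = 0.018 from the same test) and *mqo* of -2.79 (standard error 0.29, adjusted p = 0.0081 from the same test). With 3H for 15 days, *mqo* was 0.67, and -3.87 when scaled by library totals. *mdh* was not significantly changed by 3H, at -0.27 (standard error 0.15, adjusted p = 0.15 from the same test), and its sign changed to 0.14 with the low-coverage genes left out. *sdhA* (succinate dehydrogenase) rose by a log_2_ fold change of 8.11 with 3H and fell by 4.05 with 239Pu at day 1 and by 5.68 with 55Fe at day 1. *sdhA* had between 15 and 19 counts in the day 15 control libraries, which each held at least 36282463 counts in all. *frdA* (fumarate reductase) had between 15 and 33 counts in each of the 28 libraries, with log_2_ fold changes of 4.57 after 15 days of 3H (standard error 0.42, adjusted p = 1.4e-04 from the same test), -3.13 after 1 day of 239Pu (standard error 1.21, adjusted p = 0.091 from the same test) and -2.27 after 1 day of 55Fe (standard error 0.93, adjusted p = 0.14 from the same test). With library totals the 239Pu value of *frdA* was 0.085, and DESeq2's Wald test called the gene at -2.90.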

Genes encoding enzymes in the citric acid cycle (tricarboxylic acid [TCA]) were significantly downregulated after 1 day of ^55^Fe exposure but upregulated by 15 days of ^3^H exposure. 

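*tktB* (transketolase 2) had 1000.4 ± 68.6 (SD, n = 3) CPM after 15 days of 3H and 62.9 ± 5.22 (SD, n = 3) CPM in the control, a log_2_ fold change of 3.99 (standard error 0.09, adjusted p = 6.0e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 55Fe at day 15 its log_2_ fold change was 3.46 (standard error 0.39, adjusted p = 8.9e-04 from the same test), and at day 1 it was -3.68 (standard error 1.08, adjusted p = 0.077 from the same test), which DESeq2's Wald test called. *talA* (transaldolase A) had values of 3.64, 3.08 and -3.97 in the same order, and *deoB* (phosphopentomutase) of 5.08, 2.94 and -1.78, the last of which did not pass 2 in size. Scaled by library totals, the 3H values of *tktB* and *talA* were -0.56 and -0.90.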

Similar expression patterns were observed with components in the pentose phosphate pathway, where key genes, such as those encoding transketolase 2, transaldolase A, phosphopentomutase, and fructose-bisphosphate aldolase class II, were upregulated by 15 days of ^3^H or ^55^Fe exposure and downregulated by 1 day of ^55^Fe exposure.

**TABLE 1:** Select differentially expressed genes involved in carbohydrate and energy metabolism in E. coli following 1 day and 15 days of exposure to a ^239^Pu, ^3^H, or ^55^Fe source

Gene ID	Product name	Fold change under radionuclide^*a*^					
		^239^Pu		^3^H		^55^Fe	
		Day 1	Day 15	Day 1	Day 15	Day 1	Day 15
Gluconeogenesis							
*pgi*	Glucose-6-phosphate isomerase				1.87		2.29
*fbp*	Fructose-1,6-bisphosphatase 1		−0.19		1.77		2.33
*fbaB*	Fructose-bisphosphate aldolase class I	2.16	0.43	−1.04	1.55	−4.43	
*fbaA*	Fructose-bisphosphate aldolase class II	−0.85			2.38		2.54
*gapA*	Glyceraldehyde-3-phosphate dehydrogenase A	1.09		1.33	−0.78	2.39	2.93
*pgk*	Phosphoglycerate kinase	−0.84			3.05		1.45
*gpmA*	2,3-Bisphosphoglycerate-dependent phosphoglycerate mutase	−0.92		−0.73	3.15		0.88
*gpmM*	2,3-Bisphosphoglycerate-independent phosphoglycerate mutase	−1.00			1.80	2.37	1.64
*eno*	Enolase	−0.54			1.36		2.43
TCA cycle							
*frdA*	Fumarate reductase flavoprotein subunit	−2.40			4.43	−2.49	
*frdB*	Fumarate reductase iron-sulfur protein				4.48	−3.13	
*mdh*	Malate dehydrogenase	2.06			−0.43	−2.32	1.25
*mqo*	Malate:quinone oxidoreductase	2.55	−0.24		0.51	−2.60	
Pentose phosphate pathway							
*tktB*	Transketolase 2	1.07	0.75	−1.39	3.83	−3.91	3.50
*tktA*	Transketolase 1		−0.38		−0.47	2.51	2.02
*talB*	Transaldolase B	0.48			2.83	1.44	3.60
*talA*	Transaldolase A	2.38	0.71	−0.90	3.48	−4.14	3.12
*fbaB*	Fructose-bisphosphate aldolase class I	2.16	0.43	−1.04	1.55	−4.43	
Oxidative phosphorylation							
*nuoA*	NADH:quinone oxidoreductase subunit A	2.70			−2.42		
*nuoE*	NADH:quinone oxidoreductase subunit E	−2.47			5.62	−2.77	
*sdhA*	Succinate:quinone oxidoreductase, FAD binding protein	−4.13			7.96	−5.24	
*atpA*	ATP synthase F1 complex subunit alpha		−1.01	0.80	−2.20		3.20
Nitrogen and sulfur metabolism							
*narG*	Nitrate reductase A subunit alpha	−2.10		2.08	4.68		
*napA*	Periplasmic nitrate reductase subunit NapA	−2.38			3.25	−3.84	
*gltB*	Glutamate synthase subunit GltB		−0.76		−2.37	2.85	

a Absence of a number represents an adjusted *P* value of >0.05.

A similar pattern of changes in expression holds for thiamine metabolism, with downregulation of genes by 1 day of ^239^Pu or ^55^Fe exposure in E. coli and upregulation with 15 days of ^3^H exposure. 

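Of 12 thiamine biosynthesis genes, 10 were low-coverage genes. With 3H at day 15, 2 of 4 tested genes were called higher and 1 lower. The low-coverage gene *thiD* had between 5 and 27 counts in each of the 28 libraries and a log_2_ fold change of 5.54 (standard error 0.43, adjusted p = 6.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *thiC*, with between 1572 and 3256 counts in the control libraries, was lower with 3H, at -3.60 (standard error 0.37, adjusted p = 2.2e-04 from the same test). After 1 day, 0 of 5 tested genes were called for 239Pu (median log_2_ fold change -2.07) and 0 of 8 for 55Fe (median -1.90).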

Genes involved oxidative phosphorylation were also differentially expressed in E. coli following exposure to 9 mGy day^−1^ of ^239^Pu, ^3^H, or ^55^Fe exposure. 

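The 13 *nuo* genes lie side by side on the chromosome and encode NADH-quinone oxidoreductase. *nuoA*, from 2404629 to 2405072, had 143 ± 13.4 (SD, n = 3) CPM after 1 day of 239Pu and 21.7 ± 2.43 (SD, n = 2) CPM in the control, a log_2_ fold change of 2.71 (standard error 0.15, adjusted p = 4.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between 2.64 and 2.79 with 1 239Pu library left out. *nuoN* was higher as well, at 3.43 (standard error 0.33, adjusted p = 0.0014 from the same test). *nuoA* was lower after 15 days of 3H, at -2.29 (standard error 0.20, adjusted p = 9.9e-05 from the same test). For 7 of the *nuo* genes the counts stayed between 2 and 72 in every library, while those of the other 6 reached 59404. With DESeq2's Wald test, which covered all 13 genes, the median log_2_ fold change after 1 day of 239Pu was -3.17 for the 7 genes and 2.68 for the other 6, and after 15 days of 3H it was 5.11 and -1.46. *nuoE*, 1 of the 7, had a log_2_ fold change of -2.47 after 1 day of 55Fe (standard error 0.98, adjusted p = 0.13 from edgeR's test). Among the ATP synthase genes, *atpA* had a log_2_ fold change of -2.04 after 15 days of 3H (standard error 0.18, adjusted p = 1.3e-04 from the same test) and of 3.16 after 15 days of 55Fe (standard error 0.61, adjusted p = 0.0073 from the same test), and 7 of 9 were called lower with 3H.

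**Figure D2:**
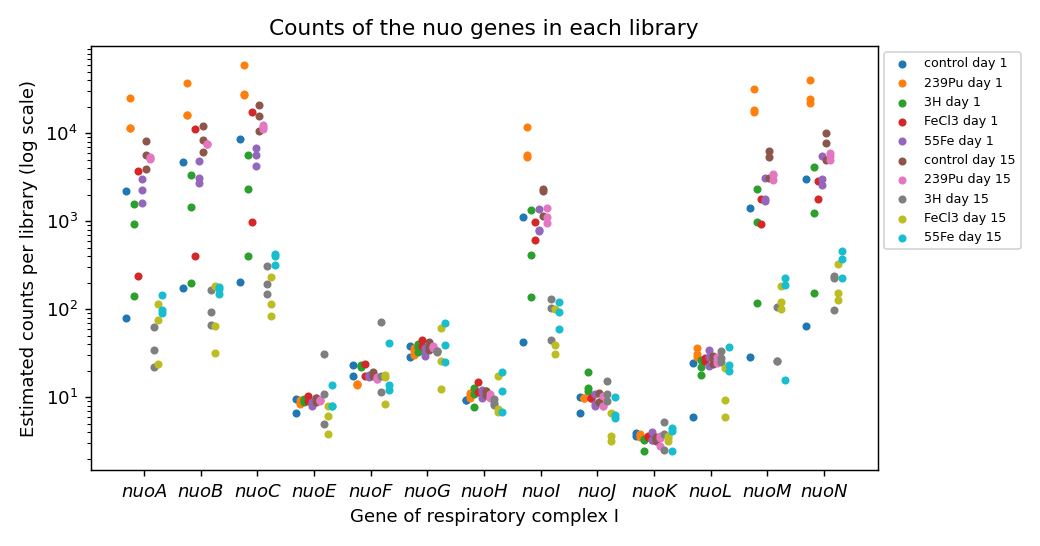
Estimated counts (vertical axis, log scale) of the 13 *nuo* genes (horizontal axis) in each of the 28 libraries, one point per library, colored by treatment and day. The counts of 7 genes lie between 2 and 72 in every library.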

NADH quinone oxidoreductase subunits, succinate quinone oxidoreductases, and ATP synthase F_1_ complex subunits were differentially expressed in irradiated E. coli (Table 1). Nitrogen and sulfur metabolism genes were similarly differentially expressed in irradiated E. coli. 

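Of 17 genes of the nitrate reductases and glutamate synthase, 10 were tested after 15 days of 3H, 7 were called higher and 1 lower, and 6 of the 8 were low-coverage genes. *narG* had between 14 and 156 counts in each of the 28 libraries and a log_2_ fold change of 4.82 with 3H (standard error 0.52, adjusted p = 2.8e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *napA* was at 3.40 (standard error 0.47, adjusted p = 8.5e-04 from the same test), and at -1.15 when scaled by library totals. After 1 day of 239Pu, *narG* was at -2.76 (standard error 0.96, adjusted p = 0.071 from the same test) and *napA* at -3.09 (standard error 1.09, adjusted p = 0.074 from the same test). Neither was called by edgeR, DESeq2's Wald test called both, and with library totals they were at 0.075 and 0.11. *gltB*, which encodes the large subunit of glutamate synthase and lies from 3354725 to 3359185, had 104 ± 30.3 (SD, n = 3) CPM with 3H and 481 ± 12.1 (SD, n = 3) CPM in the control, and was lower, at -2.21 (standard error 0.21, adjusted p = 1.5e-04 from edgeR's test). After 1 day *gltB* was at -1.18 with 239Pu (standard error 0.32, adjusted p = 0.036 from the same test) and was higher with 55Fe, at 2.88 (standard error 0.41, adjusted p = 0.015 from the same test).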

Nitrate reductase subunits and glutamate synthase subunits were highly upregulated by 15 days of ^3^H exposure and downregulated in E. coli by 1 day of ^239^Pu or ^55^Fe exposure as displayed in Table 1.

Differential expression and pathway analyses also revealed changes in expression of genes involved in amino acid biosynthesis and degradation pathways (Table 2). 

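*fadB* and *fadI*, which encode enzymes of fatty acid and branched-chain amino acid degradation, had log_2_ fold changes of 4.05 (standard error 0.10, adjusted p = 6.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.04 (standard error 0.11, adjusted p = 8.8e-07 from the same test) after 15 days of 3H. Scaled by library totals, the values were -0.51 and -0.51. *ldcC* (lysine decarboxylase) was at 2.35 (standard error 0.09, adjusted p = 3.1e-06 from the same test) and at -2.21 with library totals. *patA* (putrescine aminotransferase) had 6048 ± 424 (SD, n = 3) CPM with 3H and 61.0 ± 7.82 (SD, n = 3) CPM in the control, a log_2_ fold change of 6.63 (standard error 0.14, adjusted p = 5.4e-07 from the same test).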

Several genes involved in valine, leucine, and isoleucine degradation (eco00280) and others involved in lysine degradation (eco00310) were significantly upregulated by 15 days of ^3^H exposure. 

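Of 8 histidine biosynthesis genes, 5 were low-coverage genes. *hisD* had between 9 and 50 counts in each of the 28 libraries, and log_2_ fold changes of 6.25 after 15 days of 3H (standard error 0.74, adjusted p = 4.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of -3.25 after 1 day of 239Pu (standard error 1.40, adjusted p = 0.12 from the same test). With library totals the 239Pu value was 0.11. With 3H at day 15, *hisI* was at 5.48 (standard error 0.61, adjusted p = 3.0e-04 from the same test) and *hisH* at 6.76 (standard error 0.90, adjusted p = 7.1e-04 from the same test). After 1 day, 0 of 4 tested genes were called for 239Pu and 0 of 8 for 55Fe.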

Histidine metabolism (eco00340) genes were also upregulated in E. coli by 15 days of ^3^H exposure and downregulated by 1 day of ^239^Pu or ^55^Fe exposure.

**TABLE 2:** Select differentially expressed genes involved in amino acid metabolism in E. coli following 1 day and 15 days of exposure to ^239^Pu, ^3^H, or ^55^Fe

Gene ID	Product name	Fold change under indicated radionuclide^*a*^					
		^239^Pu		^3^H		^55^Fe	
		Day 1	Day 15	Day 1	Day 15	Day 1	Day 15
*paaF*	2,3-Dehydroadipyl-CoA hydratase			4.18			
*fadB*	Multifunctional enoyl-CoA hydratase	1.25	0.29		3.89	−1.44	
*fadJ*	3-Hydroxyacyl-CoA dehydrogenase FadJ	2.22	0.58		2.34		
*fadI*	3-Ketoacyl-CoA thiolase FadI	1.17	0.49	1.42	3.88	−1.04	
*fadA*	3-Ketoacyl-CoA thiolase	0.82		0.08	2.77	−0.66	0.96
*scpA*	Methylmalonyl-CoA mutase	−3.61			3.55	−1.05	1.81
*ldcC*	Lysine decarboxylase 2	0.87		−2.79			2.19
*cadA*	Lysine decarboxylase 1						−3.47
*patA*	Putrescine aminotransferase		0.69				6.47
*hisI*	Bifunctional phosphoribosyl-AMP cyclohydrolase	−3.21			5.36	−3.43	
*hisA*	Isomerase	−2.74			4.44	−2.07	
*hisH*	Imidazole glycerol phosphate synthase subunit HisH	−8.97	6.75		6.61		
*hisF*	Imidazole glycerol phosphate synthase subunit HisF	−2.50			4.49	−3.29	
*hisB*	Imidazoleglycerol-phosphate dehydratase	−0.75	3.38		2.10		3.49
*hisC*	Histidinol-phosphate aminotransferase	−2.11			4.85	−2.08	
*hisD*	Histidinol dehydrogenase	−2.51	-		6.11	−2.29	-

a Absence of a number represents an adjusted *P* value of >0.05.

Genes in biosynthesis pathways of the nuclear envelope components such as lipopolysaccharide, O-antigen nucleotide sugars, and peptidoglycan were differentially expressed in E. coli following exposure to ^3^H or ^55^Fe (Fig. S3). Similarly, as observed with other processes, genes within these pathways were upregulated by ^3^H after 15 days of exposure and downregulated by 1 day of exposure to ^55^Fe.

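Of 45 genes of lipopolysaccharide and peptidoglycan biosynthesis, written as a list by gene symbol, 41 were tested after 15 days of 3H. Of these, 16 were called higher, 15 of them low-coverage genes, and 5 lower. At day 1 of 55Fe, 1 of 45 tested genes was called higher and 2 lower. At day 15 of 55Fe, 0 of 37 were called (odds ratio 0, adjusted p = 0.0407 from Fisher's exact test over the 120 tests), with log_2_ fold changes between -1.43 and 2.57.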

10.1128/msystems.00718-22.3 FIG S3 Differentially expressed genes encoding components of the nuclear envelope are displayed within the heat map. Upregulated and downregulated genes are represented by blue and yellow, respectively. Download FIG S3, PDF file, 0.2 MB. Copyright © 2023 Wintenberg et al. 2023 Wintenberg et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Radionuclide exposure modified transport, signaling, and regulatory systems in E. coli.

Bacterial transport and regulatory systems were found to be significantly changed in irradiated E. coli by overrepresentation analysis (Fig. 4). Several genes encoding components of these systems, including ABC transporters, two-component system (TCS), and the phosphotransferase system (PTS), were differentially expressed. Significant changes in expression of genes involved in ABC transport systems for lipid, amino acid, polyamine, peptide, metal ion, and sugar ABC transporters were found in irradiated E. coli compared to nonirradiated E. coli (Fig. 5). 

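Among the 75 genes of Fig. 5, 46 were low-coverage genes. After 15 days of 3H, 34 of 56 tested genes were called higher and 7 lower, with a median log_2_ fold change of 3.98, and 27 of the 41 were low-coverage genes (odds ratio 3.82, adjusted p = 1.4e-04 from Fisher's exact test over the 120 tests). The paper drew these genes from the same data, so this test carries no independent weight. After 1 day, 5 of 58 tested genes were called higher and 5 lower with 239Pu (median -2.10), and 4 of 66 higher and 7 lower with 55Fe (median -1.999).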

ABC transporter genes were mostly downregulated in E. coli after exposure to ^239^Pu or ^55^Fe for 1 day but were upregulated after 15 days of exposure to ^3^H and are displayed within the heat map. Polyamine transporter genes for putrescine and spermidine were differentially expressed by E. coli exposed to ^3^H or ^55^Fe. 

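*potF* and *potG*, which encode parts of a putrescine transporter, had log_2_ fold changes of -3.53 (standard error 0.37, adjusted p = 0.0081 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.23 (standard error 0.59, adjusted p = 0.027 from the same test) after 1 day of 55Fe. At day 15 of 3H, *potD*, *potH* and *potI* were called higher and *potA* lower among 6 tested of 8 genes. *potD* had between 11 and 22 counts with 3H and 14 in each control library, a log_2_ fold change of 5.37 (standard error 0.63, adjusted p = 4.1e-04 from the same test). With 239Pu for 1 day, *potF* and *potG* were called higher and *potI* lower.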

Metal ion and complex transporters for nickel (*nikABCDE*), iron III (*fhuBCD*), ferric citrate (*fecBCDE*), and zinc (*znuABC*), were all upregulated after 15 days exposure to ^3^H but downregulated in E. coli by 1 day of ^239^Pu or ^55^Fe exposure.

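Of the 15 genes named, 11 were low-coverage genes. With 3H for 15 days, 7 of 11 tested genes were called higher (*nikE*, *fhuB*, *fhuD*, *fecB*, *fecD*, *znuB* and *znuC*) and *fecE* was called lower, at -3.13 (standard error 0.70, adjusted p = 0.0070 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the low-coverage genes left out, a choice made after the data were seen, 0 of 4 tested genes were called higher. With 239Pu at day 1, *znuC* was lower, at -6.84 (standard error 1.96, adjusted p = 0.043 from the same test), with counts of 14 to 16 with 239Pu and of 15 and 136 in the 2 control libraries, and *fhuC* was higher, at 5.35 (standard error 1.23, adjusted p = 0.021 from the same test). Called by DESeq2's Wald test were 6 genes lower with 239Pu at day 1 (*nikE*, *fhuB*, *fhuD*, *fecB*, *fecD* and *znuC*) and *fhuC* higher, and 11 of the 15 higher with 3H at day 15. By edgeR *znuC* was at 6.36 with 3H, where its counts lay between 27 and 56. After 1 day of 55Fe, *znuA* was lower, at -2.80 (standard error 0.32, adjusted p = 0.0090 from edgeR's test), while *nikA* and *fecE* were higher, at 5.44 (standard error 1.01, adjusted p = 0.029 from the same test) and 2.83 (standard error 0.45, adjusted p = 0.019 from the same test).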

**FIG 5:**
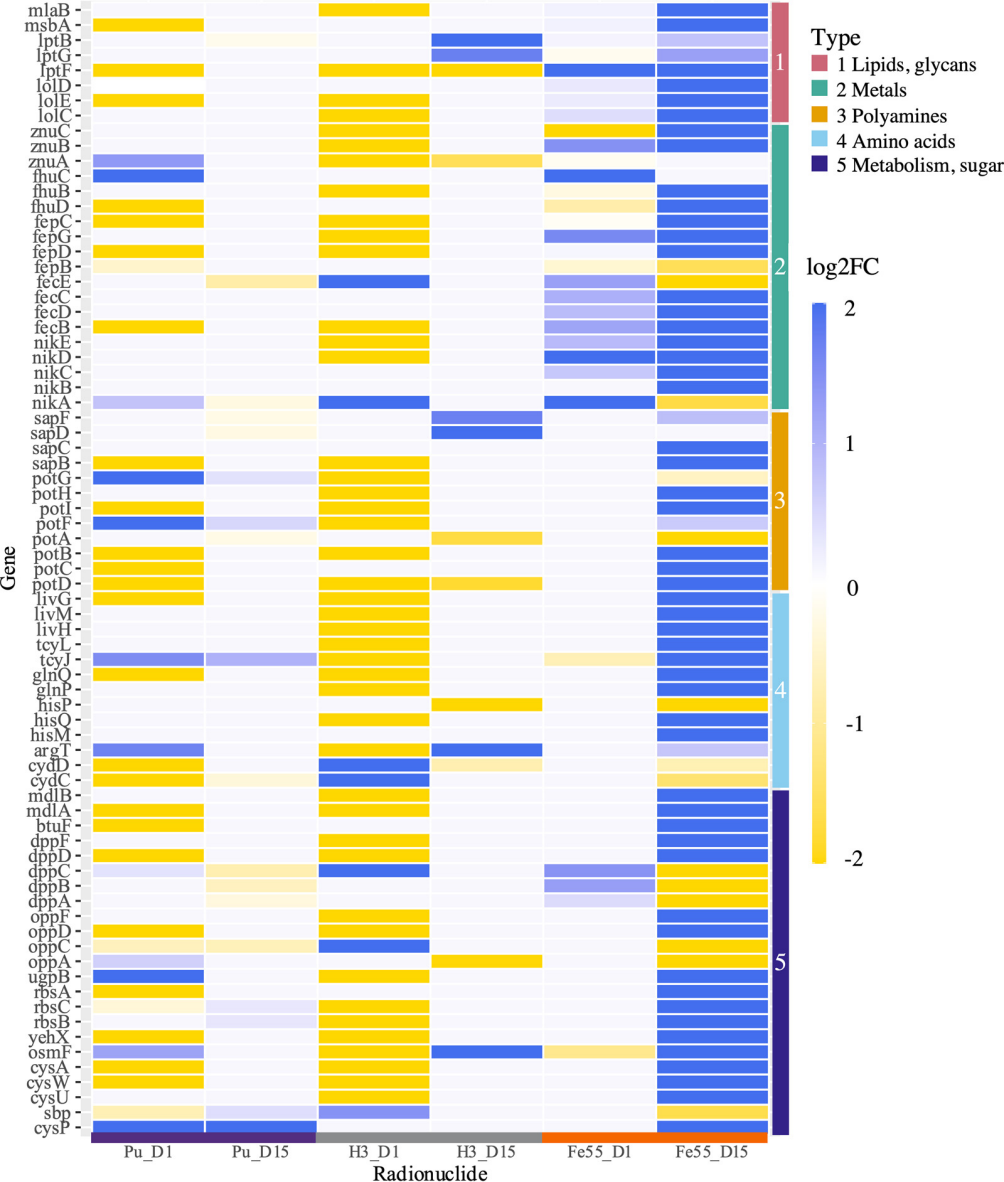
Heat map displaying differential expression of genes involved in various ABC transport systems as denoted by the vertical color bar. The |log_2_ FC| values of upregulated and downregulated genes are shown in blue and yellow, respectively.

Several genes encoding components of other bacterial transport, stimulus, and communication systems of PTS and TCS were differentially expressed (Fig. S4). Phosphotransferase genes encoding phosphotransferase enzymes for fructose (*fruABK*), mannose (*manXYZ*), and glucose (*ptsG*), were downregulated in E. coli by 1 day of exposure to ^55^Fe and upregulated by 15 days of exposure to ^3^H (Fig. S4). 

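All 7 genes were called higher after 15 days of 3H (log_2_ fold changes between 2.48 and 6.55, median 3.79). *fruA*, which encodes a fructose-specific component and lies from 2259719 to 2261410, had 51018 ± 5085 (SD, n = 3) CPM with 3H and 747 ± 124 (SD, n = 3) CPM in the control, a log_2_ fold change of 6.09 (standard error 0.21, adjusted p = 1.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *fruB* was at 6.55 (standard error 0.17, adjusted p = 6.8e-07 from the same test). *fruK*, which lies between them, had between 11 and 21 counts in each of the 28 libraries and a log_2_ fold change of 5.18 (standard error 0.44, adjusted p = 9.0e-05 from the same test). Scaled by library totals, *manX* was at -2.07 in place of 2.48 and *ptsG* at -1.85 in place of 2.70. At day 1 of 55Fe, *fruA* was the 1 gene called, at -3.53 (standard error 0.55, adjusted p = 0.019 from the same test), and *fruB* was at -1.82 (standard error 0.41, adjusted p = 0.045 from the same test).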

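Of 12 genes of two-component systems and porins, 9 were low-coverage genes. With 3H at day 15, 7 of 10 tested genes were called higher, all of them low-coverage genes, and *phoQ* was called lower. *envZ*, a sensor kinase gene, had between 4 and 258 counts in the 3H libraries and 10 or 11 in the control libraries, a log_2_ fold change of 9.05 (standard error 1.71, adjusted p = 0.0035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ompC*, a porin gene, was at -0.93 with 3H (standard error 0.26, adjusted p = 0.018 from the same test). After 1 day *ompC* was higher with 239Pu, at 3.01 (standard error 0.13, adjusted p = 3.2e-04 from the same test), and lower with 55Fe, at -2.01 (standard error 0.40, adjusted p = 0.033 from the same test).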

Genes that have roles in the TCS, such as sensor histidine kinases (*envZ*, *baeS*, *kdpD*, *zraS*, and *cpxA*), the corresponding response regulators (*baeR*, *zraR*, and *cpxR*), the DNA-binding transcriptional dual regulator (*ompR*), and outer membrane porins (*ompCF*), were upregulated by ^3^H after 15 days of exposure and downregulated by 1 day of exposure to ^239^Pu or ^55^Fe (Fig. S4). The opposite expression was found for *phoQ*, representing sensor histidine kinases.

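*phoQ*, from 1188316 to 1189776, had 0.114 ± 0.0296 (SD, n = 3) CPM after 1 day of 239Pu and 26.5 ± 7.75 (SD, n = 2) CPM in the control, a log_2_ fold change of -7.88 (standard error 0.41, adjusted p = 4.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After 15 days of 3H its log_2_ fold change was -6.66 (standard error 1.00, adjusted p = 0.0012 from the same test), from between 0 and 9 counts in the 3H libraries, and ranged from -15.60 to -5.87 with 1 library left out. With 55Fe for 1 day it was 6.29 (standard error 0.93, adjusted p = 0.016 from the same test).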

10.1128/msystems.00718-22.4 FIG S4 Differentially expressed genes encoding components of PTS and TCS are displayed within the heat map. Upregulated and downregulated genes are represented by blue and yellow, respectively. Download FIG S4, PDF file, 0.2 MB. Copyright © 2023 Wintenberg et al. 2023 Wintenberg et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Siderophore biosynthesis, more specifically enterobactin biosynthesis, was induced in E. coli by 1 day of ^239^Pu exposure (Table 3). Enterobactin biosynthesis consists of 7 genes in E. coli K-12, and following 1 day of exposure to ^239^Pu, 6 genes were upregulated (|log_2_ FC| > 1.7) and one, *entF*, was downregulated in E. coli. 

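*entC* had 327 ± 17.1 (SD, n = 3) CPM after 1 day of 239Pu and 58.4 ± 18.6 (SD, n = 2) CPM in the control, a log_2_ fold change of 2.47 (standard error 0.23, adjusted p = 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *entD* was at 2.95 (standard error 0.26, adjusted p = 0.0011 from the same test), *entB* and *entA* were both at 1.91, *entH* was at 1.80 and *entE* at 1.73, with adjusted p from 4.5e-04 for *entA* to 0.0015 for *entH* from the same test. *entC* and *entD* passed the threshold of 2. *entF*, from 614157 to 618038, was at -3.51 (standard error 1.21, adjusted p = 0.070 from the same test) and was called by DESeq2's Wald test, at -3.28. *entF* had between 17 and 85 counts in each of the 28 libraries.

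**Figure D3:**
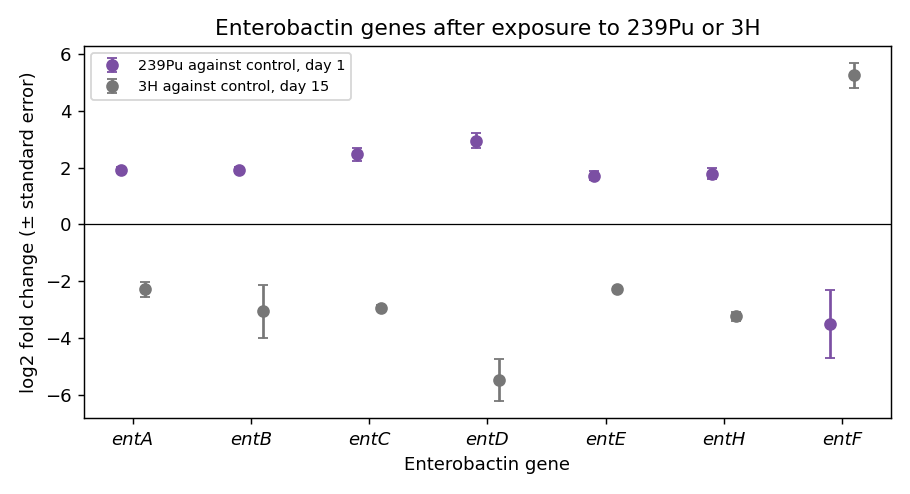
Log_2_ fold changes (vertical axis) of the 7 enterobactin genes (horizontal axis) after 1 day of 239Pu (purple) and 15 days of 3H (gray) against the control, with bars of ± 1 standard error. *entF*, with between 17 and 85 counts in every library, lies on the other side of 0 from the other 6 genes.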

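At day 15 of 3H, 6 of the 7 enterobactin genes of Table 3 were called lower and *entF* higher (adjusted p = 0.0256 from Fisher's exact test over the 120 tests). *entC* had a log_2_ fold change of -2.93 (standard error 0.10, adjusted p = 1.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *entA* of -2.29 and *entE* of -2.26, and *entB*, with between 6 and 341 counts in the 3H libraries, of -3.06 (standard error 0.94, adjusted p = 0.025 from the same test). *entD* was at -5.49 and *entH* at -3.23. *entF* was at 5.26 (standard error 0.44, adjusted p = 8.5e-05 from the same test), from 44 and 51 counts with 3H and 38 and 40 in the control.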

Long-term exposure to ^3^H caused the opposite response. 

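Against FeCl_3_, 0 of the 7 enterobactin genes were called after 1 day of 55Fe, with log_2_ fold changes between -2.92 and 0.67. The lowest value was that of *entF* (standard error 1.30, adjusted p = 0.16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After 15 days *entB* was called higher, at 4.43 (standard error 1.23, adjusted p = 0.029 from the same test), from between 8 and 354 counts with 55Fe and 8 and 10 with FeCl_3_, and the counts of the 2 groups overlapped.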

As expected in the presence of iron, exposure to a ^55^Fe source did not result in significant changes in gene expression compared to a stable iron control.

**TABLE 3:** Enterobactin genes were differentially expressed in E. coli after 1 day and 15 days of exposure to ^239^Pu or ^3^H

GeneID	Product name	Fold change under indicated radionuclide source^*a*^					
		^239^Pu		^3^H		^55^Fe	
		Day 1	Day 15	Day 1	Day 15	Day 1	Day 15
*entC*	Isochorismate synthase EntC	2.41			−3.09		−0.99
*entB*	Enterobactin synthase component B	1.97	−0.82		−3.24		4.48
*entA*	2,3-Dihydro-2,3-dihydroxybenzoate dehydrogenase	1.97	−1.01	0.70	−2.45		0.70
*entD*	Phosphopantetheinyl transferase EntD	3.15	−0.48		−5.79	−1.35	
*entE*	2,3-Dihydroxybenzoate-AMP ligase	1.70	−0.48		−2.42		0.94
*entF*	Apo-serine activating enzyme	−2.77			5.12	−3.20	
*entH*	Proofreading thioesterase	1.91	−1.17	0.76	−3.40		

a Absence of a number represents an adjusted *P* value of >0.05.

### *In situ* exposure initiated stress responses in irradiated E. coli.

Differential expression analysis revealed the expression of genes with key roles in combating general, oxidative, osmotic, and temperature stress in addition to others involved in DNA repair mechanisms in E. coli were significantly changed by exposure to the sources studied (Fig. 6). The heat map displays downregulation of two oxidative stress genes, *sodC* and *katE*, in response to 1 day of ^55^Fe exposure but subsequent upregulation of the genes following 15 days of exposure to ^55^Fe and ^3^H. Other markers of oxidative stress positively regulated by OxyR, including iron-sulfur cluster assembly proteins, DNA-binding transcriptional dual regulator (encoded by *fur*), and an iron-binding and storage protein (encoded by *dps*), were significantly downregulated after 1 day of exposure to ^55^Fe but upregulated after 15 days of ^3^H exposure. 

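*sodC* (superoxide dismutase) had 86.3 ± 3.56 (SD, n = 3) CPM after 15 days of 55Fe and 21.0 ± 9.98 (SD, n = 3) CPM with FeCl_3_, a log_2_ fold change of 2.03 (standard error 0.39, adjusted p = 0.0073 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 55Fe at day 1 it was at -3.43 (standard error 0.90, adjusted p = 0.061 from the same test), which DESeq2's Wald test called. *katE* (catalase) was at 2.73 after 15 days of 55Fe (standard error 0.25, adjusted p = 4.8e-04 from edgeR's test) and at -1.80 after 1 day (standard error 1.00, adjusted p = 0.23 from the same test). With 3H at day 15, *sodC* was at 3.73 (standard error 0.08, adjusted p = 5.4e-07 from the same test), *katE* at 0.65 (standard error 0.07, adjusted p = 2.8e-04 from the same test) and *dps* at 4.45 (standard error 0.15, adjusted p = 1.5e-06 from the same test). Scaled by library totals, the 3H values were -0.82, -3.90 and -0.095. *dps* was at -4.26 after 1 day of 55Fe (standard error 1.05, adjusted p = 0.054 from the same test) and at 3.60 after 15 days. *iscA* (iron-sulfur cluster assembly) was at -2.07 after 1 day of 239Pu (standard error 0.19, adjusted p = 0.0012 from the same test).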

Several genes (*rpoS*, *spoT*, *nlpD*, *dsrA*, *otsAB*, and *dts*) controlled by the sigma factor RpoS that play a role in the global and osmotic stress responses were differentially expressed following exposure to ^55^Fe and ^3^H (Fig. 6).

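*rpoS*, from 2866559 to 2867551, had 1238 ± 258 (SD, n = 3) CPM after 1 day of 55Fe and 8630.1 ± 885 (SD, n = 2) CPM with FeCl_3_, a log_2_ fold change of -2.80 (standard error 0.28, adjusted p = 0.0075 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The neighboring *nlpD* was at -2.57 (standard error 0.29, adjusted p = 0.0084 from the same test). With 3H for 15 days, *rpoS* was at 2.24 (standard error 0.06, adjusted p = 9.0e-07 from the same test), *nlpD* at 1.87, *dsrA* at 5.10 and *spoT* at -1.43 (standard error 0.09, adjusted p = 2.4e-05 from the same test). Scaled by library totals, *rpoS* and *nlpD* were at -2.31 and -2.69. Of *rpoS*, *spoT*, *nlpD*, *dsrA*, *otsA* and *otsB*, 4 were called higher with 3H at day 15, 2 lower with 55Fe at day 1 and 1 higher with 55Fe at day 15. The 4 include the low-coverage genes *otsA* and *otsB*, with between 6 and 29 and between 8 and 16 counts in every library. *dts* is not a gene of the deposited table.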

**FIG 6:**
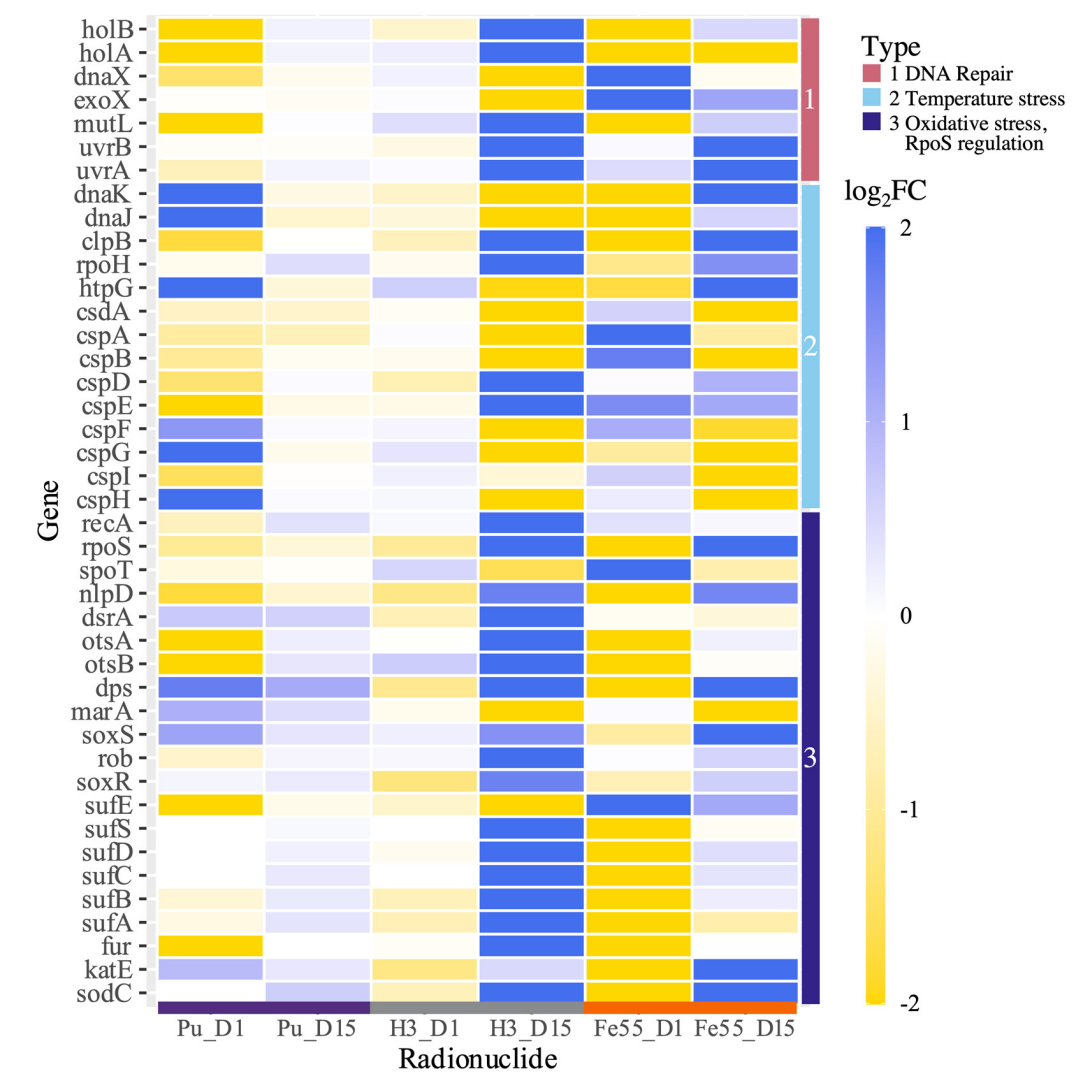
Heat map displaying select differentially expressed genes in *E. coli* exposed to 1 day and 15 days of ^239^Pu, ^3^H, or ^55^Fe that are components of the stress response denoted by the vertical color bar types. The |log_2_ FC| values of upregulated and downregulated genes are shown in blue and yellow, respectively.

Indicators of cold and heat shock were also expressed. The cold shock protein genes *cspH* and *cspG* were upregulated by 1 day of exposure to ^239^Pu and downregulated by 15 days of ^55^Fe or ^3^H (Fig. 6). 

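*cspH* had 3.77 ± 0.496 (SD, n = 3) CPM after 1 day of 239Pu and 0.461 ± 0.0642 (SD, n = 2) CPM in the control, a log_2_ fold change of 3.08 (standard error 0.45, adjusted p = 0.0047 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *cspG* was at 2.27 (standard error 0.39, adjusted p = 0.0082 from the same test). With 3H at day 15 the values were -3.90 for *cspH* (standard error 0.36, adjusted p = 1.4e-04 from the same test) and -4.63 for *cspG* (standard error 0.48, adjusted p = 2.3e-04 from the same test). After 15 days of 55Fe, *cspH* held between 0 and 3 counts and was at least 10.5-fold lower than with FeCl_3_, and *cspG* was at -2.95 (standard error 0.53, adjusted p = 0.0054 from the same test).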

Other cold shock protein genes (*cspB*, *cspF*, and *cspG*) were downregulated in E. coli by both 1 day and 15 days of exposure to ^3^H. Key genes involved in heat shock response, including the high-temperature protein G gene *htpG* and heat shock protein chaperone genes *dnaKJ* (37), were significantly upregulated following exposure to 1 day of ^239^Pu and 15 days of ^55^Fe. 

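At day 15 of 3H, *cspB* was at -2.62 (standard error 0.23, adjusted p = 1.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *cspF* at -3.44 (standard error 0.23, adjusted p = 3.1e-05 from the same test). After 1 day of 3H, 0 of *cspB*, *cspF*, *cspG* and *cspH* were called, with a median log_2_ fold change of 0.13. *dnaK*, from 12163 to 14079, had 4257 ± 591 (SD, n = 3) CPM after 1 day of 239Pu and 259.6 ± 5.29 (SD, n = 2) CPM in the control, a log_2_ fold change of 4.04 (standard error 0.22, adjusted p = 4.5e-04 from the same test). *dnaJ* was at 2.83 and *htpG* at 2.99 (adjusted p = 6.3e-04 and 9.0e-04). With 55Fe for 15 days, *dnaK* was at 2.59 (standard error 0.32, adjusted p = 0.0012 from the same test), *htpG* at 2.16 (standard error 0.76, adjusted p = 0.064 from the same test) and *dnaJ* at 0.52 (standard error 0.21, adjusted p = 0.090 from the same test), and DESeq2's Wald test called *htpG* as well.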

Differential expression analysis provided some suggestion of DNA strand break repair with significant changes in genes that play a role in repair pathways (Fig. 6). These genes, consisting of genes coding for excision nuclease subunits A and B (*uvrA* and *uvrB*, respectively), DNA mismatch repair protein (*mutL*), exonuclease X (*exoX*), and three subunits of DNA polymerase III (*dnaX*, *holA*, and *holB*), were differentially expressed.

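*uvrA*, from 4271049 to 4273871, had 1716 ± 44.5 (SD, n = 3) CPM after 15 days of 3H and 177 ± 7.93 (SD, n = 3) CPM in the control, a log_2_ fold change of 3.28 (standard error 0.06, adjusted p = 4.0e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *uvrB* was at 2.31 (standard error 0.06, adjusted p = 6.7e-07 from the same test). *holA*, with between 7 and 709 counts over the 28 libraries and at most 22 in those compared, was at 4.13. Scaled by library totals, these values were -1.27, -2.25 and -0.41. *dnaX* and *exoX* were lower, at -2.40 (standard error 0.08, adjusted p = 1.8e-06 from the same test) and -2.10 (standard error 0.13, adjusted p = 2.2e-05 from the same test). With 55Fe, *uvrA* was at 2.82 (standard error 0.23, adjusted p = 3.2e-04 from the same test) and *uvrB* at 1.99 (standard error 0.26, adjusted p = 0.0015 from the same test) after 15 days, and *dnaX* was at 2.17 (standard error 0.43, adjusted p = 0.032 from the same test) after 1 day. *exoX* was called higher as well at day 1 of 55Fe, and *holA* lower at day 15. With 239Pu, edgeR called 0 of the 7 genes at either day, and DESeq2's Wald test called *holA* and *holB* lower at day 1. The same test called both lower at day 1 of 55Fe.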

### Unique responses to a single radionuclide can discriminate between sources.

Differential expression analysis identified genes in irradiated E. coli significantly changed from nonirradiated controls by a single radionuclide for the three different radionuclide sources considered (Fig. 7A). E. coli exposed to a ^239^Pu source revealed a moderate change in gene expression after 1 day of irradiation but negligible change after 15 days, with 106 genes (1.9% CDSs) and 1 gene (0.018% CDSs) uniquely differentially expressed, respectively (Fig. 7A, top). 

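When a gene had to be called for 239Pu and in no comparison of another source at either day, 104 genes remained at day 1 alone, 2 at day 15 alone (*murD* and *ynbA*) and 0 at both days. With library totals 4 genes remained at day 1 alone.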

Responses induced by exposure to 1 day of ^239^Pu are broad with significant changes in gene expression of membrane proteins, fimbrial proteins, amino acid biosynthesis enzymes, and metal ion transporters. The gene encoding the regulatory protein RecA was downregulated by 1 day of exposure to ^239^Pu. 

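*recA*, from 2822708 to 2823769, had 160.4 ± 4.84 (SD, n = 3) CPM after 1 day of 239Pu and 262 ± 0.758 (SD, n = 2) CPM in the control, a log_2_ fold change of -0.71 (standard error 0.09, adjusted p = 0.0034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change did not pass 2 in size, and *recA* was not called. With 1 239Pu library left out, it lay between -0.72 and -0.68. With library totals it was 0.70.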

Overrepresentation analysis revealed GO terms corresponding to genes involved in biofilm formation, cell adhesion and aggregation, metal ion homeostasis, and putrescine and polyamine metabolic processes were significantly changed by ^239^Pu exposure (Fig. 7B). After 15 days of exposure to ^239^Pu, only a single gene, *ynbA*, encoding CDP-alcohol phosphatidyltransferase domain-containing protein YnbA, was downregulated.

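*ynbA*, from 1477621 to 1478226, had 8.62 ± 7.39 (SD, n = 3) CPM after 15 days of 239Pu and 0.195 ± 0.0674 (SD, n = 3) CPM in the control, a log_2_ fold change of 5.49 (standard error 1.29, adjusted p = 0.021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its estimated counts lay between 9 and 581 with 239Pu and between 8 and 11 in the control, so the 2 groups overlapped. With 1 library left out, the log_2_ fold change lay between 4.94 and 6.10. *hisH*, called for 3H as well, behaved alike, with between 8 and 1258 counts with 239Pu and a log_2_ fold change of 6.81 (standard error 1.55, adjusted p = 0.019 from the same test).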

**FIG 7:**
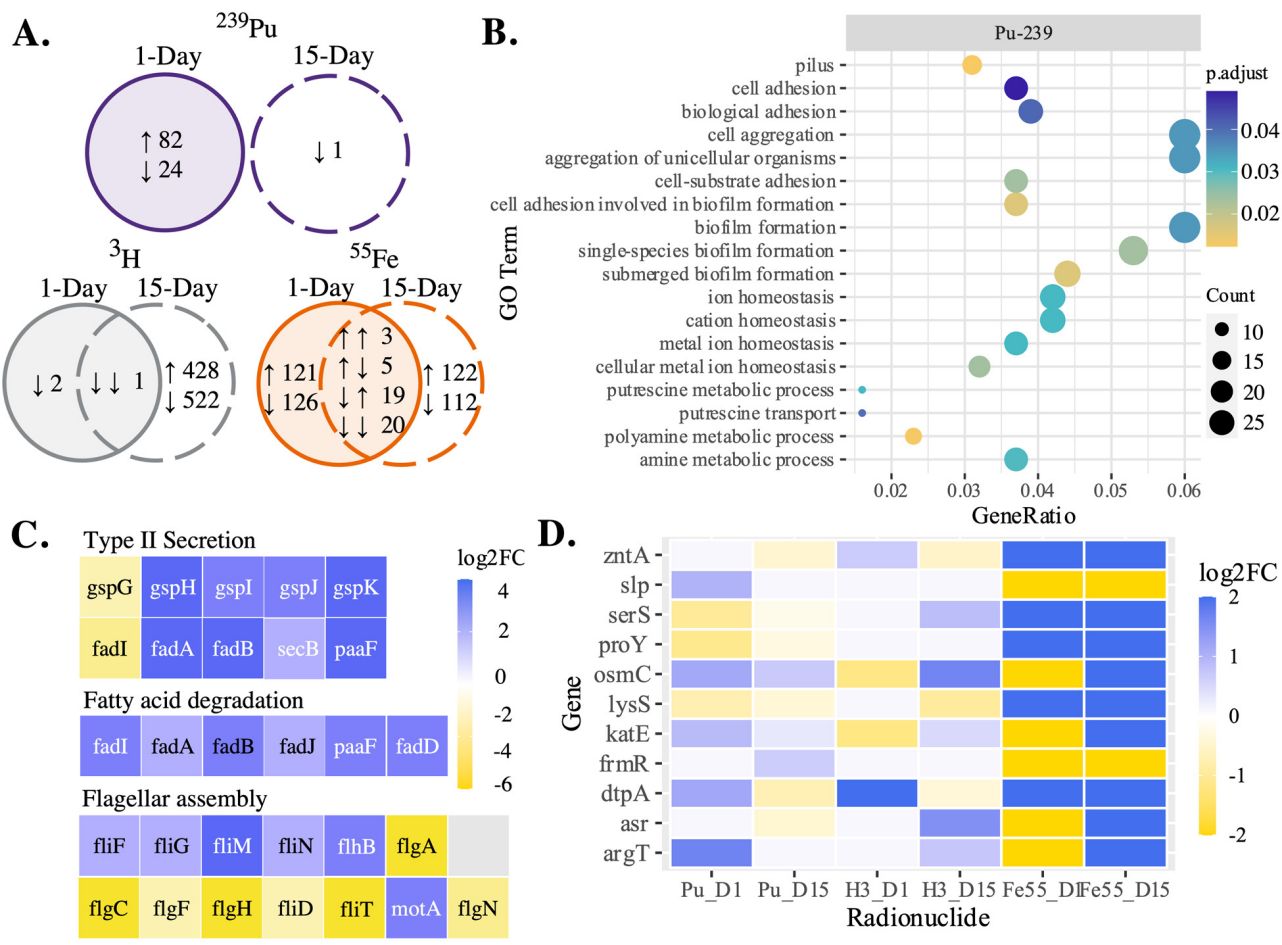
Unique response of *E. coli*. (A) Venn diagrams represent the number of differentially expressed genes in *E. coli* following 1 day and 15 days of exposure. (B) A dot plot displays GO terms uniquely enriched in *E. coli* following 1 day of ^239^Pu exposure as identified by overrepresentation analysis. The gene ratio represents the ratio of the number of significantly annotated genes over the total number in the term. (C) Select genes differentially expressed in *E. coli* by ^3^H exposure that encode components of T2SS, fatty acid degradation, and flagellar assembly. (D) A heat map displays select genes differentially expressed in *E. coli* following exposure to ^55^Fe, with color denoting the |log_2_ FC|.

The change in gene expression in E. coli exposed to ^3^H was considerably higher after 15 days of continuous irradiation than after 1 day, with 950 (17.11% CDSs) and 2 (0.036% CDSs) uniquely differentially expressed genes, respectively (Fig. 7A). 

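Called for 3H and in no comparison of another source at either day were 0 genes at day 1 alone and 1088 at day 15 alone, 337 of them low-coverage genes. With library totals 2503 remained at day 15 alone, and with DESeq2's Wald test 3 remained at day 1 alone.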

Only a single gene, *psiE*, was commonly differentially expressed at both times studied as represented by the union of the Venn diagram. 

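*psiE*, from 4240325 to 4240735, had 8.41 ± 2.47 (SD, n = 3) CPM after 1 day of 3H and 33.7 ± 9.13 (SD, n = 2) CPM in the control, a log_2_ fold change of -2.01 (standard error 0.34, adjusted p = 0.14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After 15 days it was -2.36 (standard error 0.28, adjusted p = 4.4e-04 from the same test). It was called at day 1 by DESeq2's Wald test, at -2.01. By that test 2 genes were called for 3H alone at both days.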

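Of 14 genes of type II secretion, 8 were tested after 15 days of 3H, 5 were called higher, all of them low-coverage genes, and 1 was called lower. Of 6 fatty acid degradation genes, 5 were tested and 4 were called higher, none of them a low-coverage gene, with log_2_ fold changes between 2.52 and 4.36 over the 5.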

The transcriptional response of E. coli induced by exposure to ^3^H for 15 days showed broad differential expression of polyketide biosynthesis components, the type II secretion system (T2SS), and fatty acid degradation (Fig. 7C). Flagellar assembly genes were also significantly changed in E. coli treated with ^3^H for 15 days, reflected by the upregulation of five genes and downregulation of 9 others.

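Of 40 flagellar assembly genes, 30 were tested after 15 days of 3H. Of these, 4 were called higher, 3 of them low-coverage genes, and 11 were called lower, with a median log_2_ fold change of -1.54 over the 30 genes.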

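For 55Fe, 141 genes were called at day 1 alone and 235 at day 15 alone and in no comparison of another source. With DESeq2's Wald test the day 1 number was 172.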

Exposure of *E. coli* to ^55^Fe for 1 day and 15 days induced moderate change in gene expression, with 247 (4.4% CDSs) and 234 (4.2% CDSs) genes being uniquely differentially expressed (Fig. 7A). 

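At both days, 30 genes were called for 55Fe and for no other source, and 42 with DESeq2's Wald test.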

Unlike responses observed in E. coli exposed to ^239^Pu or ^3^H, exposure to ^55^Fe induced differential expression of 47 genes at both 1 day and 15 days. These functions of these genes were broad, with upregulation of genes encoding transporters and tRNA ligases for serine and lysine and downregulation of a gene encoding an osmotically inducible peroxiredoxin, ABC transporters, and DNA-binding transcriptional repressor (Fig. 7D). 

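*serS* and *lysS*, which encode the serine and a lysine tRNA ligase, were higher at both days. *serS* had 2760.3 ± 123 (SD, n = 3) CPM after 1 day of 55Fe and 638 ± 40.7 (SD, n = 2) CPM with FeCl_3_, a log_2_ fold change of 2.11 (standard error 0.22, adjusted p = 0.0081 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was at 2.02 (standard error 0.15, adjusted p = 2.8e-04 from the same test) after 15 days. *lysS* was at 2.14 (standard error 0.22, adjusted p = 0.0081 from the same test) and at 2.32 (standard error 0.18, adjusted p = 2.8e-04 from the same test). *osmC*, which encodes the osmotically inducible peroxiredoxin, was at -3.91 after 1 day (standard error 1.05, adjusted p = 0.064 from the same test), which DESeq2's Wald test called, and was higher after 15 days, at 2.23 (standard error 0.22, adjusted p = 5.4e-04 from edgeR's test).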

Stress response genes for acid shock, starvation, and peroxide stress were also differentially expressed in E. coli exposed to ^55^Fe for 1 day and 15 days.

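Of the 11 genes of Fig. 7D, 4 were called higher and 3 lower after 1 day, and 9 higher and 2 lower after 15 days. In the 42 stress genes of Fig. 6, 2 of 41 tested were called higher and 6 lower after 1 day of 55Fe, and 8 of 38 higher and 6 lower after 15 days. Both lists are the paper's own selection from these data.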

## DISCUSSION

Understanding the biological response of environmental species to nuclear material is critical for the development of new detection methods and establishing proper dose-response relationships. Analysis of the transcriptional response of E. coli DH10β subjected *in situ* to exposure to ^239^Pu, ^3^H, and ^55^Fe for 1 day and 15-days provides a fundamental characterization of the effects of low-dose ionizing radiation on a model bacterium for the first time. E. coli was an ideal system to study the effects of low-dose ionizing radiation because it is well characterized (12, 16, 38) and previous work with radiation provides comparison with different sources and much higher dose rates (15, 21, 22, 25). Differential expression analysis revealed key similarities and differences in the gene expression of E. coli with three radionuclide sources and two times studied (Fig. 2 and 3).

The numbers of differentially expressed genes in E. coli varied among the three sources studied, despite similarities in average dose rates and exposure times. ^239^Pu exposure immediately induced stress on E. coli (Fig. 2A and B), ^3^H had a slower, delayed response (Fig. 2C and D), and ^55^Fe triggered similar levels of transcriptional activation at each time point studied (Fig. 2D and E). We surmise that the variation in transcriptional response is due to a combination of radiological (e.g., type or types of radiation emitted) and chemical (e.g., how the source is distributed within the culture) properties of the sources studied, although this requires further exploration. Prior studies have shown that ^239^Pu can bind to cell surfaces, interact with cells similarly to other heavy metals, and likely remain external to the cell without scavenging or addition of a chelator (39–42). The large initial transcriptional change is presumably due to major stress induced by the presence of ^239^Pu within the growth medium and possible sorption to the surface of the cells. The alpha particles emitted from ^239^Pu will deposit their energy densely, along a short path, suggesting that ^239^Pu sorbed to the surface of the cell could cause comparatively more stress than the other sources studied. In other words, the dose rate experienced locally (i.e., the microdosimetry) in cells from ^239^Pu is likely higher than the average dose rate across the entire culture. After the initial drastic response, E. coli appeared to adapt to the stress of ^239^Pu exposure and persisted in the 15-day data. Tritium can produce localized damage after incorporation into cells by substituting with hydrogen atoms and interacting with cellular material (43), although ^3^H will distribute uniformly in the culture without preference for which hydrogen it exchanges with. Tritium emits a low-energy beta particle, which will deposit energy much less densely than an alpha particle. We speculate the more homogeneous distribution of energy deposition at the average dose rate considered was not large enough to produce a measurable change after a single day of ^3^H exposure, but accumulation of these interactions over a longer period of time, like 15 days, was likely the cause of large-scale gene activation. Consistent changes in differential expression observed in E. coli treated with ^55^Fe compared to a stable iron counterpart over time indicate possible uptake and incorporation of iron via known binding sites and pathways (44). The resulting differential expression in E. coli reflects additional changes induced by ^55^Fe exposure over the stable control were constant over time.

Genes encoding components of carbohydrate metabolism (Table 1), the nuclear envelope, ABC transporters (Fig. 5), regulatory systems (see Fig. S4 in the supplemental material), siderophore biosynthesis (Table 3), and stress response pathways (Fig. 6) were differentially expressed in E. coli by more than one radionuclide. Several of these genes were upregulated by E. coli exposed to 15 days of ^3^H but downregulated by 1 day of exposure to ^239^Pu or ^55^Fe compared to corresponding nonirradiated E. coli. Common changes in gene expression with broad functions could indicate a general response to the dose rate studied (Fig. 3 and 4), and unique changes reveal radionuclide source-specific responses (Fig. 7).

Central carbohydrate metabolism is critical for cellular processes, and microorganisms adapt to environmental shifts and modified growth requirements by altering expression of metabolic genes (14). Differential expression analysis revealed expression changes in key carbohydrate metabolism genes in irradiated E. coli compared to nonirradiated E. coli (Fig. 4, Table 1, and Table 2). The upregulation of genes encoding gluconeogenesis enzymes in E. coli exposed to ^55^Fe or ^3^H for 15 days suggests the exposed samples have a higher biosynthetic burden, which requires gluconeogenesis under glucose-limited conditions (11, 45) (Table 1). The transition from exponential growth to stationary phase often results in the downregulation of TCA components, and downregulation of corresponding genes suggests ^55^Fe exposure could have heightened the response (46, 47) (Table 1). Oxidative phosphorylation is a metabolic pathway used by bacteria to acquire energy and during stationary phase influences survival (48, 49). Long-term ^3^H exposure induced upregulation of nearly all genes within the pathway, whereas short-term ^55^Fe exposure had an opposite response, indicating another route for energy production in ^3^H-treated E. coli (Table 1).

Limited nutrient availability in long-term stationary-phase cells can lead to amino acids serving as energy sources (50). Upregulation of several amino acid degradation pathways of lysine, valine, leucine, and isoleucine suggests possible breakdown of amino acids for energetic resources in E. coli exposed to ^3^H for 15 to days (Table 2). Moreover, similar exposure caused increased gene expression in E. coli of histidine biosynthesis genes, whose transcriptional regulation is triggered by amino acid starvation (51, 52). Long-term exposure to radiation in stationary phase possibly increased amino acid starvation in ^3^H-treated E. coli. Short-term ^239^Pu and ^55^Fe exposure downregulated these genes; however, 1-day cultures would not necessarily be under starvation conditions and require biosynthesis of histidine. Similar responses to increased amino acid starvation are not observed in long-term exposures to the other two radionuclide sources studied. It is possible that accumulation of ^55^Fe from long-term exposure induces alternative response mechanisms that are not reflective of amino acid starvation. Also, the lack of response in E. coli to ^239^Pu long-term exposure suggests possible adaptation to any induced stress or perceived stasis as the expression data indicate no significant changes in gene expression from the nonirradiated control levels.

The nuclear envelope plays a critical role in cellular homeostasis by responding to intrinsic and environmental stress in stationary-phase cells (53, 54). Previous studies have demonstrated the role of the nuclear envelope in combating stress caused by radiation exposure (55, 56). Upregulation of biosynthesis pathways of nuclear envelope components, peptidoglycan and lipopolysaccharides (LPSs), in addition to precursor molecules, O antigen and nucleotide sugars, by exposure to ^3^H in comparison to nonirradiated E. coli could indicate an adaptive response to radiation exposure to maintain homeostasis (Fig. S3). A previous study determining the effects of styrene on E. coli also found possible repair to the cell envelope through differential expression of similar nuclear envelope genes induced by ^3^H exposure (57). Differential expression analysis suggests biosynthesis of external and middle interior sections of the nuclear envelope but not the inner membrane in ^3^H-treated E. coli, with upregulation of glycerophospholipid metabolism genes and downregulation of fatty acid degradation genes after 15 days (Fig. 7C).

Enterobactin, a siderophore, is produced by E. coli to mediate iron transfer (58) and has been shown as a possible mechanism for the uptake of plutonium in E. coli (28). Exposure to 1 day of ^239^Pu induced upregulation of six enterobactin genes in E. coli (Table 3) required for synthesis, suggesting possible uptake of ^239^Pu by E. coli, which is consistent with observations in previous studies (28). These results may also suggest E. coli generated enterobactin to obtain other metals in order to combat initial stress induced by ^239^Pu exposure. In a similar study where E. coli was subjected to a different heavy metal, palladium, the same enterobactin genes were downregulated (59). Enterobactin synthesis genes were downregulated in ^3^H-treated E. coli after 15 days, indicating no measurable increase in gene expression compared to nonirradiated E. coli. Unsurprisingly, at either time analyzed, ^55^Fe exposure did not significantly change gene expression of enterobactin biosynthesis genes in E. coli as the control provided an equal amount of additional iron.

Bacteria have several strategies using signaling and cellular processes to control expression profiles in response to environmental changes and stress. The TCS is a predominant strategy consisting of histidine kinases and corresponding response regulators to sense and respond to environmental fluctuations by changing gene expression (60, 61), and in E. coli K-12, the TCS has been demonstrated to respond to nuclear envelope stress and metal sensing (62, 63). Osmotic stress, envelope stress, and high-zinc-level histidine kinase and cognate regulator genes were upregulated in E. coli following 15 days of ^3^H but were downregulated by 1 day of ^239^Pu or ^55^Fe exposure (Fig. S4). Increased transcription of TCSs could indicate a response by E. coli to combat stress induced by radiation as it would when subjected to osmotic and envelope stress (17), high concentrations of metals (63), or ethanol stress (62). Downregulation of a DNA-binding transcriptional activator and cognate histidine kinase pair, BasR and BasS, that responds to iron starvation (63) in ^55^Fe-treated E. coli, suggests repression of these genes. Secretion systems, including T2SS, play an important role in cellular communication (64) with numerous global functions of environmental adaptation, nutrients acquisition, and transport of folded proteins from the periplasm in Gram-negative bacteria (65, 66). Tritium exposure upregulated several general secretion pathway protein genes in E. coli after 15 days (Fig. 7C); however, general secretory or twin arginine targeting pathway genes that secrete proteins through the inner membrane were downregulated (67). These complex results suggest ^3^H exposure induces a transcriptional response of Gsp in E. coli but no measurable transcriptional increase of protein export genes.

The ATP binding cassette (ABC) transporter superfamily of proteins transports numerous nutrients and other molecules, such as heavy metal chelates, amino acids, and polysaccharides, across the membrane in E. coli (68, 69). Differential expression analysis of E. coli exposed to ^239^Pu, ^3^H, or ^55^Fe found significant changes in expression of genes coding for lipopolysaccharide (LPS), polyamine, amino acid, peptide, sugar, and metal ion ABC transporters (Fig. 4 and 5). The upregulation of genes involved in the export of external components, such as LPS, heme, siderophores, and lipoproteins, in ^3^H-treated E. coli aligns with increased gene expression of equivalent biosynthesis pathways. Putrescine and spermidine, common polyamines, and ABC transporters were upregulated in E. coli by exposure to 15 days of ^3^H and 1 day of ^239^Pu and downregulated by 15 days of exposure to ^55^Fe (Fig. 5 and Fig. 7B and C). Polyamines have several physiological functions in nucleic acid biosynthesis, response to oxidative stress, and cell growth (70) and are also used in response mechanisms to acid- and pH-induced stress. The transport of extracellular polyamines in response to radiation exposure could indicate a response to mediate fluctuations in environmental conditions or oxidative stress (71, 72). Moreover, upregulation of these components following 1 day of ^239^Pu exposure indicates the immediate stress of the presence of ^239^Pu on E. coli.

ABC transport importers of nutrients, such as sugars, amino acids, and ions, were also induced in irradiated E. coli (Fig. 5). The upregulation of genes encoding monosaccharide transporters for ribose, galactofuranose, and glycerol 3-phosphate in ^3^H-treated E. coli suggests transport of extracellular energy sources in a glucose-limited environment after 15 days of exposure. Tritium exposure induced upregulation of glutamine and histidine transporters in E. coli after 15 days. Upregulation of nitrogen cycling components such as nitrate reductase and glutamate synthase (Table 1) by 15 days of ^3^H exposure, but downregulation in short-term ^239^Pu and ^55^Fe exposures, indicates an underlying effect on nitrogen cycling to accommodate the stress of long-term low-dose radiation exposure. The trend is also observed in branched-chain amino acids (Table 2) that are involved in nitrogen regulation (73). Arginine transporters were upregulated in E. coli, indicating a response to stress induced by exposure to 1 day of ^239^Pu. A previous study found similar upregulation of arginine, histidine, and glutamine transporters in E. coli subjected to another heavy metal, palladium (59). Similarly, increased transcript levels of the metal, iron, and zinc transporters FecBCD, FhuBD, and ZnuABC (74), respectively, in irradiated E. coli compared to nonirradiated E. coli (Fig. 5) indicate a possible requirement for iron and zinc after 15 days. Downregulation of transporter genes in E. coli exposed to ^239^Pu or ^55^Fe could suggest minimal uptake of these molecules initially.

Another form of active transport, PTS, catalyzes both transport and phosphorylation via phosphoenolpyruvate (PEP) of various hexoses, such as glucose and amino sugars (75, 76), and has been demonstrated to be activated in E. coli during nutrient and oxidative stresses (13, 77). Downregulation of PTS genes (Fig. S4) suggests ^55^Fe-treated E. coli did not have a nutritional requirement for extracellular sugars compared to E. coli grown with an equimolar stable counterpart after initial exposure; however, upregulation of the same genes after 15 days of ^55^Fe and ^3^H exposure indicates a need to transport extracellular sugars in a glucose-limited environment. Additional sequencing of earlier time points in future studies may indicate if these genes were also differentially expressed in E. coli by ^239^Pu exposure between 1 day and 15 days that our data set did not capture.

Exposure to the radionuclides studied altered transcript levels of oxidative, osmotic, temperature, and general stress response genes in E. coli (Fig. 6); however, gene expression was not dominated by stress responses as observed at higher dose rates (1, 8). Oxidative stress is a common outcome of radiation exposure at higher doses and is induced following the production of reactive oxygen species through radiolysis (5, 15, 78, 79). The mechanisms to combat radiation-induced oxidative stress are well characterized in microorganisms (55, 80, 81). Genetic indicators of these mechanisms of a single superoxide dismutase (SOD) and a single catalase were initially downregulated in E. coli after short-term exposure to a ^3^H or ^55^Fe source but upregulated following long-term exposure (Fig. 6). These findings lack evidence to suggest overwhelming radiation induced superoxide or peroxide production since the majority of the genetic regulatory response to combat them, involving other SOD and catalase genes (82, 83), was not by genes significantly expressed in irradiated E. coli. Similar genes were also upregulated by E. coli subjected to stress induced by palladium, which suggests a correlation of response of long-term low-dose radiation exposure to heavy metal exposure (59). Upregulation of the transcriptional regulator OxyR and regulated genes (82, 84) following 15 days of ^3^H exposure (Fig. 6) could suggest possible increase and subsequent detoxification of peroxides in ^3^H-treated E. coli through OxyR regulation but no significant changes in ^239^Pu- or ^55^Fe-treated E. coli.

Induction of a global stress response regulated by RpoS, a sigma factor, permits cells to increase resistance to stress by regulating genes to repair damage or return to cellular homeostasis (38). Previous studies have demonstrated accumulation of RpoS E. coli in the stationary phase (85), upon stress or nutrient deprivation (16), or with oxidative stress induced by radiation exposure (21, 86). Differential expression analysis of irradiated E. coli revealed the levels of expression of several RpoS-mediated genes were significantly changed from those of their nonirradiated counterparts (Fig. 6). The initial downregulation of *rpoS* and an upstream outer membrane protein gene, *nlpD*, containing an internal promoter for the two genes (87) in E. coli by 1 day of ^3^H and ^55^Fe exposure and subsequent upregulation following 15 days of exposure indicate accumulation of the transcription factor and presence of the global stress response. There may be a collaborating system of signaling starvation conditions using the molecule (p)ppGpp, guanosine pentaphosphate, which upon increase also increases the transcription and translation of *rpoS* (88–90). Previous studies have also demonstrated the effects of (p)ppGpp on global transcription in E. coli during general and amino acid starvation (91, 92). Key genes in the biosynthesis of (p)ppGpp, *spoT*, and *gpp* (16, 93) were initially upregulated in E. coli following 1 day of ^55^Fe exposure (Fig. 6), suggesting the signaling pathway was initially induced by ^55^Fe.

Low-temperature- and high-osmolarity-induced stress can induce RpoS independent of (p)ppGpp regulation in stationary-phase E. coli (16, 20). Expression of the *otsAB* operon is vital for survival of stationary-phase E. coli in high osmolarity or following cold shock (19, 20). Upregulation of genes within the operon and an outer membrane protein A gene in E. coli following 15 days of ^3^H exposure and downregulation by a single day of ^239^Pu and ^55^Fe exposure (Fig. 6) suggest possible osmotic stress was induced alongside RpoS-mediated global stress response in E. coli by ^3^H and not by ^239^Pu or ^55^Fe. Genes encoding cold shock, chaperone, and heat shock proteins that were differentially expressed in E. coli by exposure to a ^239^Pu, ^55^Fe, or ^3^H source (Fig. 6) have also been shown to play a part in stress tolerance of bacteria and importance during cold and heat shock response (18, 94). Previous studies have shown induction of key heat shock proteins in bacteria subjected to gamma radiation (22, 95). Changes in the gene expression of these genes could indicate an adaptive response or tolerance to stress in irradiated E. coli compared to the nonirradiated counterpart (96).

DNA damage and repair are common in microorganisms following radiation exposure, especially with higher doses of ionizing radiation (3, 5, 25, 97). External stressors, such as styrene (57) and hydrogen peroxide (98), have been found to induce DNA damage in E. coli. Differential expression analysis provided some evidence of DNA strand break repair in E. coli, with moderate changes in genes with roles in repair pathways (Fig. 6). However, unlike with higher doses, there is minimal evidence for radiation-induced DNA strand breaks due to downregulation of repair genes in E. coli following 1 day of ^239^Pu or ^55^Fe exposure. Exposure to 15 days of ^3^H upregulated some repair genes; however, entire pathways used to repair different types of DNA breaks (3, 5) were not significantly overexpressed compared to nonirradiated E. coli.

In conclusion, the results and analysis presented in this study provide new insights to the transcriptional response of a model bacterium to *in situ* low-dose ionizing radiation exposure. The transcriptional response was broad, with significant changes in expression of genes encoding biosynthesis pathways of nuclear envelope components, amino acids, and siderophores, transport systems such as ABC transporters and type II secretion proteins, and initiation of stress response and regulatory systems of temperature stress, the RpoS regulon, and oxidative stress. The transcriptional profile of E. coli gained from this analysis expands the limited understanding of the effects of low-dose ionizing radiation on microorganisms and establishes fundamental science required for potential applications in bioremediation and development of biological sensing systems.

## MATERIALS AND METHODS

### Bacterial strain, media, and *in situ* exposure.

Escherichia coli DH10β (New England Biolabs) was cultivated in M9 minimal medium (99) supplemented with 0.5% glucose (Sigma-Aldrich), 1% thiamine hydrochloride (Spectrum), and 1% (wt/vol) Casamino Acids (Bacto) at 28°C and with shaking at 215 rpm in the presence or absence of a radionuclide source for the duration of the 15-day period of this study. Components were added in this order: (i) 100 mL of M9, (ii) the radionuclide source, and (iii) overnight E. coli culture (see Fig. S1A in the supplemental material). Radionuclides in solution were added once at the beginning of the period of study to 100 mL of M9 in 250-mL baffled flasks to achieve final activity concentrations that would yield an approximate absorbed dose rate of 10 mGy day^−1^. Target radionuclide medium concentrations were calculated based on simplified approximations of the absorbed dose rate, assuming homogeneous, consistent distribution of the radionuclides in the medium. That is, the absorbed dose rate was calculated as the rate of energy of the major particle(s) emitted (National Nuclear Data Center) from the radionuclides relative to the mass of the medium (32). There is acknowledged uncertainty here as different radionuclides will distribute differently within the culture over the duration of the experiment, and this approximation does not account for particles that escape the medium (i.e., “edge effects” where a particle deposits its energy in the glass of the flask, for example, rather than in the culture), but we consider this a reasonable point of reference to initiate comparisons. Note that the dose rate from ^55^Fe was calculated based on electron emissions.

^239^Pu in 0.01 mM HCl in-house stock was added to culture flasks to achieve a concentration of ~50 ppb (~0.12 kBq mL^−1^). Tritium as tritiated water (HTO) (Perkin Elmer) was added to achieve a final activity concertation of ~0.3 ppb (~0.11 MBq mL^−1^). Finally, ^55^FeCl_3_ in 0.5 M HCl (Perkin Elmer) was added for a final activity concentration of ~2 ppb (~0.18 MBq mL^−1^).

Single colonies of E. coli cells were grown overnight in 3 mL of M9. Following radionuclide addition to the growth medium, overnight cultures, adjusted to an OD_600_ of 0.1, were added to each sample flask. Nonirradiated control groups were prepared as described above but without radionuclide source addition. Stable 2.47 μM FeCl_3_ in 0.5 M HCl control was utilized (2 ppb) for comparison with the radioactive iron counterpart. Although plutonium does not have a stable isotope, the low mass concentration is not anticipated to result in chemically induced effects. Independent biological triplicate flasks were used for the radionuclide and control groups. Growth of E. coli was monitored with OD_600_ measurements throughout the 15-day study (Fig. S1B). Cultures were incubated for sampling at 28°C and shaking at 215 rpm for 15 days, and samples for downstream sequencing analysis were removed at 1 day and 15 days.

### Total RNA isolation and rRNA depletion.

E. coli cultures grown with and without radionuclide source addition were harvested after 1 day and 15 days and normalized to an OD_600_ of 1.0 to obtain a cell density of 5.0 × 10^7^ CFU mL^−1^. Cells were stabilized by incubation with 1 mL of RNAprotect bacterial reagent (Qiagen) for 10 min at room temperature. Following incubation, samples were centrifuged at 5,500 × *g* for 6 min at room temperature, and the supernatant was decanted. Pellets were flash-frozen with liquid nitrogen and stored at –80°C.

Total RNA was extracted from biological triplicates of 1-day and 15-day irradiated and nonirradiated samples according to the manufacturer’s instructions of the RNeasy Protect bacterial minikit (Qiagen) with an on-column DNase I digestion for 20 min. Cell pellets were lysed in 200 μL 5 mg mL^−1^ lysozyme (Sigma) in 10 mM Tris-hydrochloride (Sigma)–1 mM EDTA (Becton Dickinson) (pH 8.0) at room temperature for 10 min. RNA was eluted in 35 mL of molecular-grade water, flash-frozen in liquid nitrogen, and stored at –80°C. If the concentration was low, the eluent was reapplied to the spin column, incubated for 10 min at room temperature, and reprocessed. The total RNA concentration, purity, and quality were quantified on a Qubit 4 fluorometer (Invitrogen), Bioanalyzer 2100 (Agilent Technologies), and NanoDrop 2000 spectrophotometer (Thermo Scientific), respectively.

rRNA was depleted from ^239^Pu- and ^55^Fe-irradiated samples as well as nonirradiated control samples using the Ribo-Zero rRNA removal kit for bacteria (Illumina) according to the manufacturer’s instructions. Tritium and stable FeCl_3_ samples were depleted of rRNA using the manufacturer’s instructions for the Ribominus Bacteria 2.0 transcriptome isolation kit (Invitrogen), followed by ethanol precipitation. Two different kits were used as Ribo-Zero was discontinued by the manufacturer before we completed our study. Quality control of depleted samples followed the same protocols as described for total RNA.

### Library preparation and RNA sequencing.

The TruSeq stranded mRNA library prep kit was used for cDNA library preparation following the low-sample LS protocol as previously described (100). Library concentration, quality, and size were verified through KAPA (Roche) validation, Qubit (Invitrogen), and a high-sensitivity DNA chip (Agilent Technologies) on an Agilent Bioanalyzer 2100 before and after sample pooling. Libraries were pooled in equimolar amounts. Samples were sequenced on a NextSeq550 high-output v.2 platform (Illumina) with 300 cycles for 2 × 150-bp paired-end reads.

### Bioinformatic analysis of RNA-seq data.

Raw strand-specific reads were demultiplexed and quality checked, and adapters were trimmed by Trim Galore using Cutadapt (v.2.8) commands (101, 102). Computational resources were provided by the Palmetto Cluster. Reads were checked for quality using fastQC (v.0.11.8) (103). Paired-end reads were aligned to the RefSeq annotation of E. coli K-12 MG1655 (RefSeq GCF_000005845.2) with HISAT2 (v.2.2.1) (104). Transcripts were assembled using Stringtie (v.1.3.3) with genome-guided mapping following SAMtools (v.1.4) conversion (105–107). Count tables were generated with tximport (v.1.20.0) using Stringtie output. DESeq2 (v.1.35.0) was used to determine differential expression from each data set (108). Parameters of log_2_ fold change from nontreated controls of >2 and an adjusted Wald test *P* value of <0.05 were used as criteria for differential expression.

Filtered data sets were analyzed to find genes whose expression was differentially expressed by only a single isotope using jVenn software (109). Differentially expressed genes from all data sets were compared to identify unique genes. Gene identifiers and log_2_ fold changes for unique data sets were then input into an R script of UNC’s Pathview pathway mapper (110) for mapping of genes to E. coli pathways against Kyoto Encyclopedia of Genes and Genomes (KEGG) annotation *eco* (36, 111). Commands from clusterProfiler (v.4.0.2) were used to perform overrepresentation analysis of differential expression data with enrichGO for Gene Ontology (GO) and enrichKEGG for KEGG pathways (34, 35).

### Data availability.

RNA-seq data sets for this study have been deposited in the GEO database under accession no. GSE208658.

# Supplementary material for: Global Transcriptional Response of Escherichia coli Exposed In Situ to Different Low-Dose Ionizing Radiation Sources
**Source:** mSystems. 2023 Feb 13;8(2):e00718-22. doi: 10.1128/msystems.00718-22

**A.**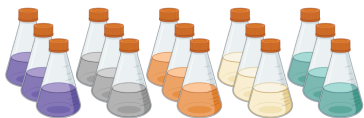

Sample flask preparation:

1. Add 100 mL of M9 to each sample flask

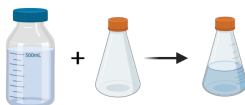

2a. Add appropriate volume of radionuclide source to achieve activity concentration to sample flask containing M9

2b. Add  $2.47\mu\text{M}$   $\text{FeCl}_3$  in 0.05 M HCl to sample flask containing M9. Serves as stable iron control.

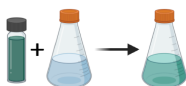

3. Add overnight *E. coli* culture to sample flasks from 2

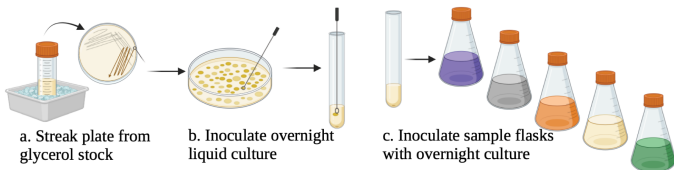**B.**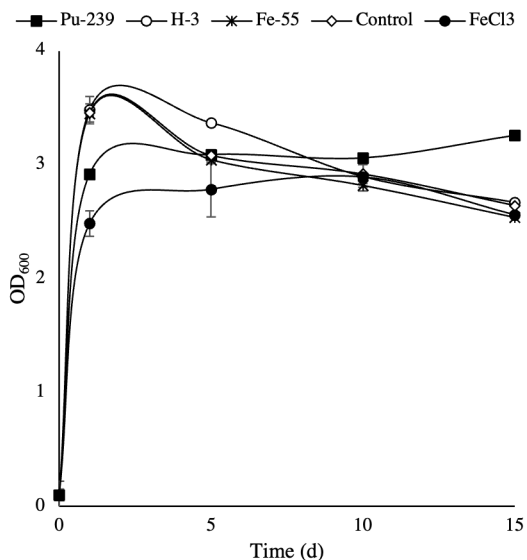

**Supplement:** FIG S1

# Supplementary material for: Global Transcriptional Response of Escherichia coli Exposed In Situ to Different Low-Dose Ionizing Radiation Sources
**Source:** mSystems. 2023 Feb 13;8(2):e00718-22. doi: 10.1128/msystems.00718-22
**Supplement:** TABLE S1

**Table S1.** Characteristics of RNA-seq data in this study.

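The table lists the reads of each library before and after alignment. Its alignment rates are lowest for the FeCl_3_ libraries of day 15, and the reads that did not align were not examined here. The estimated counts of a library in the deposited table summed to between 1.97 and 3.47 times the aligned reads that Table S1 lists for it, over the 28 libraries, so the counts are not numbers of reads. The range depends on the label kept for each identical pair, and which label is right is not known. Under the labels left out, the value was 5.29 for control day 1 R3 and 1.30 for FeCl_3_ day 1 R2.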

| **Sample ID** | **Type** | **Time (d)** | **Rep** | **Total Reads** | **Reads for Alignment** | **Overall Align Rate (%)** | **Reads Aligned** | **GEO Accession No.** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Ec_Con_D1_R1 | Control | 1 | 1 | 14,325,164 | 14,310,935 | 93.4 | 13,367,844 | GSM6360726 |
| Ec_Con_D1_R2 | Control | 1 | 3 | 26,749,366 | 26,643,570 | 94.1 | 25,082,257 | GSM6360727 |
| Ec_Con_D1_R3 | Control | 1 | 3 | 14,233,732 | 14,166,664 | 94.2 | 13,342,164 | GSM6360728 |
| Ec_Con_D15_R1 | Control | 15 | 1 | 19,770,602 | 19,280,098 | 91.6 | 17,656,714 | GSM6360729 |
| Ec_Con_D15_R2 | Control | 15 | 2 | 28,944,111 | 27,770,835 | 88.3 | 24,510,539 | GSM6360730 |
| Ec_Con_D15_R3 | Control | 15 | 3 | 14,416,116 | 13,821,235 | 87.7 | 12,121,233 | GSM6360731 |
| Ec_Pu239_D1_R1 | Pu-239 | 1 | 1 | 16,356,011 | 15,903,587 | 90.5 | 14,389,566 | GSM6360732 |
| Ec_Pu239_D1_R2 | Pu-239 | 1 | 3 | 15,383,341 | 14,727,663 | 89.0 | 13,104,675 | GSM6360733 |
| Ec_Pu239_D1_R3 | Pu-239 | 1 | 3 | 32,190,571 | 31,338,129 | 91.1 | 28,549,036 | GSM6360734 |
| Ec_Pu239_D15_R1 | Pu-239 | 15 | 1 | 16,199,569 | 15,638,496 | 88.9 | 13,907,314 | GSM6360735 |
| Ec_Pu239_D15_R2 | Pu-239 | 15 | 2 | 15,618,853 | 15,067,139 | 89.1 | 13,430,848 | GSM6360736 |
| Ec_Pu239_D15_R3 | Pu-239 | 15 | 3 | 15,102,984 | 14,640,428 | 90.1 | 13,188,098 | GSM6360737 |
| Ec_H3_D1_R1 | HTO | 1 | 1 | 21,952,366 | 21,805,392 | 92.8 | 20,241,945 | GSM6360738 |
| Ec_H3_D1_R2 | HTO | 1 | 3 | 4,878,183 | 4,869,705 | 92.1 | 4,483,537 | GSM6360739 |
| Ec_H3_D1_R3 | HTO | 1 | 3 | 15,791,521 | 15,760,095 | 93.0 | 14,660,040 | GSM6360740 |
| Ec_H3_D15_R1 | HTO | 15 | 1 | 12,071,136 | 12,016,267 | 94.1 | 11,303,702 | GSM6360741 |
| Ec_H3_D15_R2 | HTO | 15 | 2 | 20,371,224 | 20,288,701 | 93.2 | 18,905,012 | GSM6360742 |
| Ec_H3_D15_R3 | HTO | 15 | 3 | 27,691,163 | 27,630,010 | 94.4 | 26,082,729 | GSM6360743 |
| Ec_Fe55_D1_R1 | Fe-55 | 1 | 1 | 25,650,585 | 24,998,657 | 95.7 | 23,926,215 | GSM6360744 |
| Ec_Fe55_D1_R2 | Fe-55 | 1 | 3 | 14,533,530 | 14,126,181 | 93.9 | 13,261,659 | GSM6360745 |
| Ec_Fe55_D1_R3 | Fe-55 | 1 | 3 | 14,217,168 | 13,984,098 | 96.2 | 13,488,507 | GSM6360746 |
| Ec_Fe55_D15_R1 | Fe-55 | 15 | 1 | 10,606,224 | 10,342,147 | 93.5 | 9,665,771 | GSM6360747 |
| Ec_Fe55_D15_R2 | Fe-55 | 15 | 2 | 8,217,403 | 7,956,240 | 91.5 | 7,278,368 | GSM6360748 |
| Ec_Fe55_D15_R3 | Fe-55 | 15 | 3 | 9,755,229 | 9,573,268 | 94.6 | 9,057,269 | GSM6360749 |
| Ec_FeCl3Con_D1_R1 | FeCl3 | 1 | 1 | 2,264,074 | 2,252,114 | 71.6 | 1,612,514 | GSM6360750 |
| Ec_FeCl3Con_D1_R2 | FeCl3 | 1 | 3 | 4,259,040 | 4,238,313 | 93.3 | 3,954,770 | GSM6360751 |
| Ec_FeCl3Con_D1_R3 | FeCl3 | 1 | 3 | 9,842,573 | 9,830,919 | 95.7 | 9,403,274 | GSM6360752 |
| Ec_FeCl3Con_D15_R1 | FeCl3 | 15 | 1 | 35,281,286 | 35,107,667 | 32.1 | 11,262,540 | GSM6360753 |
| Ec_FeCl3Con_D15_R2 | FeCl3 | 15 | 2 | 14,187,718 | 14,143,805 | 44.9 | 6,350,568 | GSM6360754 |
| Ec_FeCl3Con_D15_R3 | FeCl3 | 15 | 3 | 27,159,521 | 27,087,376 | 42.0 | 11,376,698 | GSM6360755 |

How the deposited data were processed for this re-analysis (not part of the article)

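RNA of *E. coli* DH10β was sequenced after 1 and 15 days of culture in 5 treatments: no addition (control), 239Pu, 3H, 55Fe and stable FeCl_3_. The authors made estimated counts by trimming the reads with Trim Galore and Cutadapt, aligning them to *E. coli* K-12 MG1655 with HISAT2, assembling transcripts with StringTie and summing to genes with tximport, and deposited them without scaling for library depth. The authors also deposited FPKM values, made by the same steps and scaled for gene length and library depth, and a gene length in the same table, which were used here to compare columns and for counts per kilobase. The gene length differed between libraries in 2 of 4566 genes. Samples were assigned to treatment, day and replicate from the column labels and the sample records.

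Of the 30 columns, 2 are identical to another column in every gene, and each identical pair was used once, which leaves 28 libraries. For the change between days, equal replicate numbers within a treatment were taken as 1 flask. The block fits of that change rest on this assumption. Within a day, the replicate block and the splits pair libraries of different flasks by number alone, and the paper gives no basis for that pairing. Table S1 numbers the day 1 replicates 1, 3 and 3. Library totals ranged from 5137723 to 87496000 estimated counts, and an estimated count is not a number of reads.

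Estimated counts were rounded to whole numbers. Each comparison used only its own libraries: 239Pu and 3H against the control and 55Fe against FeCl_3_, within each day. In addition 55Fe was compared with the control, 3H with FeCl_3_ and FeCl_3_ with the control. The counts were filtered with filterByExpr, scaled with TMM and tested with the quasi-likelihood F-test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a log_2_ fold change past 2 in size. The standard error of a log_2_ fold change is its size divided by the square root of F. The change of an effect between days was tested as an interaction. Gene sets were written by gene symbol and tested with Fisher's exact test, two-sided, in 120 tests. Principal components were taken from log_2_ CPM of the 500 most variable genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 made the tables and figures.

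The alternatives set before the files were opened were: no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0 with its Wald test, DESeq2 size factors in edgeR, library totals, all libraries in one fit, the replicate number as a block, rRNA and tRNA genes left out, thinning to the smallest library (seed 1), and each replicate left out in turn. Keeping the identical columns, with edgeR or DESeq2, and leaving out the low-coverage genes were added after the data were seen. The low-coverage limit of 40 counts per kilobase was also chosen after the data were seen, and so were the limits that decide the tests of technical explanations. The steps were tested on simulated data with 200 changed genes, all changed by an equal size past the threshold and none with low counts.

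The rule for the genes named, set before the files were opened, was every gene the paper names and the 2 highest and 2 lowest called genes of each comparison. The paper names more genes than the text can carry, and those printed singly were chosen among them after their values had been seen. The others enter through the counts given for gene sets. A fold against libraries with at most 3 counts is given as a lower bound.

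Enrichment by KEGG and GO terms was not analysed here, since it needs tables of terms that were not used here.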

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

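The tests in this part were chosen only after the results were seen, except those of the rRNA depletion kit on the numbers of called genes.

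The effect of each radionuclide differed between day 1 and day 15 by a test of the difference itself: in 606 genes for 239Pu, in 1535 for 3H and in 1029 for 55Fe. A technical explanation is that genes with few counts hold near a constant coverage whatever the depth of the library. Of the genes that differed, 167, 263 and 113 were low-coverage genes. That class was set in the 239Pu libraries, while between 2008 and 2383 genes lay under its limit in the 3H libraries of day 15. This explanation is therefore not excluded for the genes outside the class. The rRNA depletion kit is the same at both days within each comparison, and was not tested for the change between days. The day 1 groups of 2 libraries differ in depth and rRNA share from those of day 15, and that was not tested either. A biological change with time cannot be told apart from these.

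Transfer-messenger RNA took a median of 25.68% of the counts with 3H, 49.97% with 55Fe and 37.29% with FeCl_3_ at day 15, above the 4.72% of the control, a signal in genes the paper does not discuss. The kit does not account for the 49.97% of 55Fe, whose libraries were depleted with the same kit as the control. With 3H and FeCl_3_ the kit differs from the control's, and the 5 libraries made with it at day 1 had a median of 6.479%, so the kit alone did not give a high share at that day. Depth does not account for the share with 3H or FeCl_3_, since the control library closest in total counts held 5.1%, against 23.7% in a 3H library and 40.98% in an FeCl_3_ library of nearly the same total. No 55Fe library was that close to a control in total counts. The FeCl_3_ libraries of day 15 also have the lowest alignment rates that the paper lists, and what this adds to their share was not tested. A difference other than the radionuclide that the 3H, 55Fe and FeCl_3_ cultures share was not tested by itself. Across genes without the low-coverage genes, the changes of 55Fe minus 239Pu, made with 1 kit, and of FeCl_3_ minus control, which share no library, had a correlation of 0.5766, which the added iron alone would give as well. For 3H minus 239Pu in place of 55Fe it was 0.5952, which the difference in kit alone would give as well. Between 3H minus 239Pu and 55Fe minus control it was 0.851, which neither the iron nor the kit alone would give, but no FeCl_3_ library enters that value. FeCl_3_ holds no radionuclide, so the share of *ssrA* is consistent with a difference in handling, medium or batch as well as with a stress common to these cultures.

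FeCl_3_ against the control gave 1122 called genes at day 15 and 55Fe against the control 1364, in comparisons the paper does not report. The first pair differs in kit and the second does not, so the kit is not needed for a large number. Each count was reached by 1 of the 4 splits that part the same-numbered pairs, the true grouping itself, and with 4 splits chance cannot be ruled out. The other 6 of the 10 splits keep at least 1 same-numbered pair together. Of the genes called for 3H, whose cultures had no added iron, 451 that are not low-coverage genes were called in the same direction with FeCl_3_ and 843 with 55Fe. The control libraries are the same in all 3 comparisons, which favors the same direction. The changes of 3H minus 239Pu and of 55Fe minus control have no library, kit difference or added iron in common. Across genes without the low-coverage genes they had a correlation of 0.851, which argues against iron as the whole of the 55Fe changes. A part is not ruled out. For FeCl_3_, a response to iron cannot be told apart from a difference in handling. The FeCl_3_ libraries of day 15 also have the lowest alignment rates that the paper lists, and what this adds to the 1122 was not tested.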

How the results depend on the processing

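The alternatives were set before the data were examined, except the low-coverage genes left out and the identical columns kept, which were chosen after the data were seen. Apart from the shift by library totals, the cause of the changes below was not tested.

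Of 2449 values of named genes under alternatives, for 162 results, 2172 were on the same side of the threshold on adjusted p. Of the others, 182 were weaker, 68 were stronger and 27 had the opposite sign. The threshold on the size of the log_2_ fold change did not enter, so these numbers do not show how often a call was kept. Weaker values were most frequent without 55Fe replicate 1, 2 or 3, with 23, 26 and 23 of 61 results. Library totals and the replicate block each gave 31 of 162. In 58 results no alternative moved the side, and in 135 none reversed the sign. Scaling by library totals gave 26 of the reversals. It moved the log_2_ fold changes of all tested genes by a median of 1.37 for 239Pu at day 1 and of -4.55 for 3H at day 15, so these reversals follow 1 shift in each comparison and are not separate findings. For 239Pu at day 1 these were *frdA* 0.085, *narG* 0.075, *napA* 0.11, *hisD* 0.11 and *recA* 0.70. For 3H at day 15 they were *pgi* -2.51, *fbp* -2.63, *fbaA* -2.01, *eno* -3.03, *mqo* -3.87, *tktB* -0.56, *talA* -0.90, *napA* -1.15, *fadB* -0.51, *fadI* -0.51, *ldcC* -2.21, *manX* -2.07, *ptsG* -1.85, *sodC* -0.82, *katE* -3.90, *dps* -0.095, *rpoS* -2.31, *nlpD* -2.69, *uvrA* -1.27, *uvrB* -2.25 and *holA* -0.41. With the low-coverage genes left out, *mdh* for 3H at day 15 was 0.14.

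The number of called genes for 239Pu at day 1, 377, became 737 with DESeq2's Wald test, 233 with the replicate block, 47 with library totals, 693 with all libraries in one fit and 590 with DESeq2 and the identical columns kept. At day 15 the 8 genes became 3 with at least 10 counts in every library, 1 with all libraries in one fit, 5 after thinning and 4 without the low-coverage genes. After 1 day of 3H the 0 genes became 3 with no filter, 5 with at least 10 counts, 46 with DESeq2's Wald test, 3 with DESeq2 size factors, 27 with all libraries in one fit, 4 after thinning, 6 without the low-coverage genes, 28 with the identical columns kept and 48 with DESeq2 and these columns kept. At day 15 the 1630 became 825 with at least 10 counts and 3240 with library totals. For 55Fe at day 1 the 415 became 806 with DESeq2's Wald test, 41 with the replicate block, 800 with all libraries in one fit, 827 with the identical columns kept and 1144 with DESeq2 and these columns kept. On simulated counts for 3H at day 1, edgeR recovered 122 of 200 genes with as many libraries, where every changed gene was set past the threshold.

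For 55Fe against the control at day 1, 70 became 35 with no filter, 248 with DESeq2's Wald test and 0 with the replicate block, where 645 genes had an unadjusted p under 0.05. At day 15, 1364 became 2161 with no filter and 900 with at least 10 counts. For 3H against FeCl_3_ at day 1, 73 became 186 with no filter, 269 with at least 10 counts, 452 with DESeq2's Wald test and 21 with the block, and at day 15 629 became 375 with at least 10 counts. For FeCl_3_ against the control at day 1, 0 (408 with an unadjusted p under 0.05) became 73 with no filter and 194 with DESeq2's Wald test, and at day 15 1122 became 1754 with no filter. For the change between days, 606 genes for 239Pu became 364 with at least 10 counts and 371 with the block, 1535 for 3H became 842 and 1002, and 1029 for 55Fe became 523 with the block. Gene sets with an adjusted p under 0.05 went from 13 to 21 with DESeq2's Wald test and to 23 with the identical columns kept as well. The share of component 1 went from 36.3% to 40.3% with all tested genes.

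Among genes called for 239Pu only, the 104 at day 1 became 4 with library totals. The 2 at day 15 became 1 with at least 10 counts, 1 with library totals, 0 with all libraries in one fit and 1 without the low-coverage genes. The 0 at both days became 1 with no filter, 1 with the block and 1 without rRNA and tRNA genes. Among genes called for 3H only, the 0 at day 1 became 2 with no filter, 2 with at least 10 counts, 3 with DESeq2's Wald test, 2 with DESeq2 size factors, 2 after thinning, 2 without the low-coverage genes and 6 with DESeq2 and the identical columns kept. The 1088 at day 15 became 1699 with no filter, 472 with at least 10 counts, 2503 with library totals and 633 without the low-coverage genes. The 0 at both days became 2 with DESeq2's Wald test, 3 with all libraries in one fit and 2 with DESeq2 and the identical columns kept. Among genes called for 55Fe only, the 141 at day 1 became 5 with the block, 70 with library totals and 239 with DESeq2 and the identical columns kept. The 235 at day 15 became 57 with library totals. The 30 at both days became 2 with the block, 12 with library totals and 57 with all libraries in one fit. The 174 genes higher for 3H at day 15 and lower for 239Pu or 55Fe at day 1 became 578 with DESeq2's Wald test, 49 with the block, 22 with library totals, 541 with all libraries in one fit and 690 with DESeq2 and the identical columns kept.

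Library totals also moved the log_2_ fold changes by a median of 0.36 for 3H at day 1. With all libraries in one fit the shifts were 0.21 for 239Pu at day 1, -0.53 for 3H at day 15 and 0.23 for 55Fe at day 1. DESeq2 size factors shifted 3H at day 15 by 0.15. Without the low-coverage genes the shifts were 0.40 for 3H at day 15 and -0.21 for 55Fe at day 1, and without rRNA and tRNA genes 0.11 for 55Fe at day 15. The share of higher genes among those called for 239Pu at day 1 went from 65.8% to 78.7% with library totals and to 41.7% with all libraries in one fit. At day 15 it went from 75% to 0% with all libraries in one fit and to 50% without the low-coverage genes. For 3H at day 15 it went from 49.3% to 2.16% with library totals.

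With 1 library left out, the counts ranged from 257 to 264 for 239Pu at day 1 and from 4 to 21 at day 15, were 0 in every fit for 3H at day 1 and ranged from 1495 to 1878 at day 15, and from 0 to 33 for 55Fe at day 1 and from 499 to 586 at day 15. For 55Fe against the control they were 6 to 16 and 1336 to 1590, for 3H against FeCl_3_ 0 in every fit and 515 to 638, and for FeCl_3_ against the control at day 15 1113 to 1362. Without 1 replicate number in all groups, the change between days held 308 genes for 239Pu, 1615 for 3H and 448 for 55Fe, in 1 fit each. At day 1 only libraries of the groups of 3 were left out, since the reference groups hold 2.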

Differences from the paper's values

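The alternatives added after the data were seen are the identical columns kept, with edgeR or with DESeq2, and the low-coverage genes left out. A count within a factor of 1.5 of the paper's is taken as reaching it.

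For 239Pu at day 1, 377 genes were called here and 590 in the paper. Of the alternatives set before the data were examined, no filter on low counts (411), DESeq2's Wald test (737) and all libraries in one fit (693) came within that factor and the others did not, and DESeq2 with the identical columns kept, chosen after seeing the values, gave 590. After 1 day of 3H, 0 genes were called here and 46 in the paper. With DESeq2's Wald test it was 46, no other alternative set before the data were examined closed the gap, and DESeq2 with the identical columns kept, chosen after seeing the values, gave 48. For 55Fe at day 1, 415 genes were called here and 1,144 in the paper. DESeq2's Wald test (806) and all libraries in one fit (800) came within the factor and the other alternatives set before the data were examined did not, while 2 alternatives chosen after seeing the values, the identical columns kept (827) and DESeq2 with these columns kept (1144), did. The paper's methods name DESeq2's Wald test.

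Genes called for 239Pu only at day 15 were 2 here (*murD* and *ynbA*) and 1 in the paper. At least 10 counts in every library and library totals each gave 1, the other alternatives set before the data were examined did not, and the low-coverage genes left out, chosen after seeing the values, gave 1. Genes called for 3H only at day 1 were 0 here and 2 in the paper. No filter, at least 10 counts, DESeq2 size factors and thinning each gave 2 and DESeq2's Wald test 3, the other alternatives set before the data were examined did not close the gap, and the low-coverage genes left out, chosen after seeing the values, gave 2. For 3H only at both days the paper gives 1 gene and 0 were called here. No alternative closed that gap, with 2 genes under DESeq2's Wald test and 3 with all libraries in one fit. Genes called for 55Fe only at day 1 were 141 here and 247 in the paper. DESeq2's Wald test (172) and all libraries in one fit (177) came within the factor, the other alternatives set before the data were examined did not, and DESeq2 with the identical columns kept, chosen after seeing the values, gave 239. For 55Fe only at both days the numbers were 30 here and 47 in the paper. All libraries in one fit (57) and DESeq2's Wald test (42) came within the factor, the other alternatives set before the data were examined did not, and DESeq2 with the identical columns kept, chosen after seeing the values, gave 45.

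After 15 days of 3H, 21 log_2_ fold changes of the paper's tables differed by more than the larger error. The values here and in the paper were *pgi* 2.04 against 1.87, *fbp* 1.92 against 1.77, *fbaB* 1.71 against 1.55, *fbaA* 2.54 against 2.38, *gapA* -0.62 against -0.78, *pgk* 3.21 against 3.05, *gpmA* 3.31 against 3.15, *gpmM* 1.96 against 1.80, *eno* 1.52 against 1.36, *mdh* -0.27 against -0.43, *mqo* 0.67 against 0.51, *tktB* 3.99 against 3.83, *tktA* -0.30 against -0.47, *talB* 2.99 against 2.83, *talA* 3.64 against 3.48, *fadB* 4.05 against 3.89, *fadI* 4.04 against 3.88, *fadA* 2.93 against 2.77, *entC* -2.93 against -3.09, *entE* -2.26 against -2.42 and *entH* -3.23 against -3.40. In each the value here was above the paper's by a nearly equal amount, so the 21 gaps follow 1 shift and are not separate findings. All of the gaps were closed by DESeq2's Wald test. All libraries in one fit closed the gap for *pgi*, *fbp*, *fbaB*, *fbaA*, *pgk*, *gpmM*, *tktB*, *talA*, *fadB*, *fadI* and *entH*. At least 10 counts in every library closed it for *mdh* and *entH*, and thinning for *entH*. Leaving out 1 library closed it for 7 of the genes without control replicate 1, 6 of the genes without control replicate 2, 21 of the genes without control replicate 3, 19 of the genes without 3H replicate 1, 19 of the genes without 3H replicate 2 and 9 without 3H replicate 3. None of the other alternatives set before the data were examined closed a gap.

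After 1 day of 3H, *ldcC* had a log_2_ fold change of -0.91 here and -2.79 in the paper. For 55Fe at day 15, the values here and in the paper were 1.42 and 2.19 for *ldcC*, -1.20 and -3.47 for *cadA*, and 1.38 and 6.47 for *patA*. Leaving out 55Fe replicate 2 gave -2.84 for *cadA*, and none of the other alternatives set before the data were examined closed these 4 gaps. Under DESeq2's Wald test, *ldcC* was at -2.79 for 55Fe at day 1 and at 2.19 for 3H at day 15, *cadA* at -3.47 for 3H at day 15 and *patA* at 6.47 for 3H at day 15, which are the numbers the paper gives under other comparisons. *paaF*, which the edgeR filter left out, was at 4.18 for 3H at day 15, the paper's number for 3H at day 1, and at 0.48 for 3H at day 1. DESeq2 with the identical columns kept, chosen after seeing the values, came within 0.01 of 157 of the 163 table values of the paper, and 0 of the table values tested here had the other sign.

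The paper states that *ynbA* fell with 239Pu at day 15, and it rose by 5.49. The paper has the nickel, iron and zinc transporter genes lower after 1 day of 239Pu or 55Fe and higher after 15 days of 3H, while *fhuC* was higher with 239Pu (5.35), *nikA* and *fecE* were higher with 55Fe (5.44 and 2.83) and *fecE* was lower with 3H (-3.13). In the paper's direction, edgeR called *znuC* lower with 239Pu, *znuA* lower with 55Fe and 7 of the 15 genes higher with 3H. DESeq2's Wald test added *nikE*, *fhuB*, *fhuD*, *fecB* and *fecD* with 239Pu, *nikE* with 55Fe and *nikB*, *nikC*, *nikD* and *fecC* with 3H. All libraries in one fit added *fhuB*, *fhuD*, *fecB* and *fecD* with 239Pu and *nikB*, *nikD* and *fecC* with 3H, and no filter on low counts added *nikB*, *nikC*, *nikD* and *fecC* with 3H. Among settings chosen after seeing the values, the identical columns kept added *nikE* and *fecB* with 55Fe, and DESeq2 with these columns kept added *fhuD* and *fecB* with 239Pu and *nikD*, *nikE*, *fhuB*, *fecB*, *znuB* and *znuC* with 55Fe. The paper gives repair genes as lower after 1 day of 239Pu or 55Fe, and 0 of 7 were called lower. DESeq2's Wald test and all libraries in one fit called *holA* and *holB* lower in both comparisons, and, chosen after seeing the values, the identical columns kept in edgeR or DESeq2 called *mutL*, *holA* and *holB* lower with 55Fe. For *ompC* the paper gives a decrease with 239Pu and an increase with 3H, against 3.01 and -0.93. For *phoQ* the paper gives the opposite expression, so higher after 1 day of 239Pu or 55Fe and lower with 3H. *phoQ* was lower with 239Pu, at -7.88, while 6.29 with 55Fe and -6.66 with 3H were in the paper's direction. The text of the paper reports no change of the enterobactin genes with 55Fe, and *entB* was at 4.43 at day 15, higher as in the paper's own Table 3. For *recA* the paper gives a decrease with 239Pu, and the change of -0.71 did not pass 2 in size. For *cspB*, *cspF* and *cspG* the paper gives a decrease after 1 day of 3H, and 0 of them were called. The paper reports *htpG* and *dnaJ* as higher after 15 days of 55Fe, and *dnaJ* was at 0.52 and *htpG* at 2.16 with an adjusted p of 0.064 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *htpG* was called with at least 10 counts in every library, DESeq2's Wald test, the replicate block and all libraries in one fit and, chosen after seeing the values, with the low-coverage genes left out. The paper reports *katE* and *sodC* as lower after 1 day of 55Fe, and neither was called (-1.80 and -3.43). *sodC* was called with at least 10 counts in every library, DESeq2's Wald test, all libraries in one fit and thinning. With settings chosen after seeing the values, the identical columns kept called *sodC*, and DESeq2 with these columns kept called *sodC* and *katE*. For *psiE* the paper gives a change with 3H at both days, and it was not called at day 1 (-2.01) except with DESeq2's Wald test, with all libraries in one fit, and, chosen after seeing the values, with the identical columns kept in edgeR or DESeq2. The paper lists the fructose, mannose and glucose phosphotransferase genes as lower after 1 day of 55Fe, and *fruA* was the 1 gene of the 7 called, with *fruB* called as well after thinning and, chosen after seeing the values, with the low-coverage genes left out. The text of the paper has glutamate synthase higher after 15 days of 3H and lower after 1 day of 55Fe, and *gltB* was at -2.21 and 2.88, the directions of the paper's own Table 1. Thiamine genes are given as higher with 3H, and *thiC* was at -3.60. Citric acid cycle genes are given as higher with 3H, and of 19 tested genes 9 were called higher and 1 lower (median log_2_ fold change 1.81). Of these 10 called genes, 3 were low-coverage genes. *mdh* was at -0.27 and not called, below 0 as in the paper's own Table 1. The peroxiredoxin gene is given as lower with 55Fe, and *osmC* was at 2.23 at day 15. At day 1 *osmC* was not called (-3.91) except with at least 10 counts in every library, with DESeq2's Wald test, with all libraries in one fit, and, chosen after seeing the values, with the identical columns kept in edgeR or DESeq2. The paper names purine metabolism after 1 day of 3H, and *purH* was not called (3.18) except with DESeq2's Wald test and, chosen after seeing the values, with DESeq2 and the identical columns kept.

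The paper reports purine metabolism as overrepresented after 1 day of 3H, ABC transporters after 1 day of 239Pu or 55Fe, and respiratory complex I after 1 day of 55Fe. Here 0 of 14, 10 of 58, 11 of 66 and 0 of 12 tested genes of these sets were called, and none of the 4 tests passed an adjusted p of 0.05 from Fisher's exact test. The purine test could not pass whatever the set did, since 0 of all 3795 tested genes were called after 1 day of 3H. Purine biosynthesis passed with the calls of DESeq2's Wald test (9 of 15 genes). The ABC transporter genes passed for 239Pu with at least 10 counts in every library (11 of 45) and with DESeq2's Wald test (35 of 75). Among the settings chosen after seeing the values, DESeq2 with the identical columns kept passed in all 4 tests (9 of 15, 27 of 75, 49 of 75 and 10 of 13), and leaving out the low-coverage genes passed for the ABC transporter genes with 55Fe (11 of 29). The paper reports glycolysis and gluconeogenesis as induced by 55Fe, and the gluconeogenesis genes of Table 1 had an adjusted p of 0.0546 at day 15. They passed with DESeq2's Wald test, with the rRNA and tRNA genes left out, with the replicate block and, chosen after seeing the values, with DESeq2 and the identical columns kept.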

Other observations

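The tests in this part were chosen only after the results were seen, except those of the rRNA depletion kit, the mixing of counts under 10 with counts over 100, the *nuo* genes and the thinning of the libraries.

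If the kits made the calls of 3H against the control and of 55Fe against FeCl_3_, FeCl_3_ against the control, with different kits and no radionuclide, would have many as well, and at day 15 it had 1122. With 1 kit, 55Fe against the control had 1364, which the kit does not explain, and 3H against FeCl_3_ had 629, fewer than the 1630 of 3H against the control. The low alignment rates of the FeCl_3_ libraries of day 15 were not taken into account in these counts. The log_2_ fold changes of 3H against the control and 55Fe against FeCl_3_, which set the kits in opposite order, had correlations of 0.2848 at day 1 and 0.2917 at day 15, where the kit predicts a negative value. Without the low-coverage genes, a test added after these values were seen, the correlation was 0.3215 at day 1 and 0.3215 at day 15. At day 1, FeCl_3_ against the control had 0 called genes with 2 libraries in each group, where 408 had an unadjusted p under 0.05 and DESeq2's Wald test called 194. With 1 kit, 55Fe against the control had 70, fewer than the 415 of 55Fe against FeCl_3_, and 3H against FeCl_3_ had 73, more than the 0 of 3H against the control. The kit is therefore not the whole of the day 15 calls, a part is not ruled out, and the kit is not excluded as a source of the 415.

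Of the genes called for 3H at day 15, 769 were called in the same direction for FeCl_3_ against the control and 11 in the opposite one, and 318 of the 769 are low-coverage genes. For 55Fe against the control the numbers were 1169 and 1, with 326 low-coverage genes among the 1169. The scaling and the shared control libraries both favor the same direction. Without the low-coverage genes, the changes of 55Fe minus 239Pu, both made with 1 kit, and FeCl_3_ minus control had a correlation of 0.5766, which would follow from the added iron alone. The 0.5952 of 3H minus 239Pu and FeCl_3_ minus control would follow from the kit alone. For 3H minus 239Pu and 55Fe minus control, which have neither the kit nor the iron in common and hold no FeCl_3_ library, it was 0.851. None of the 3 values tests a difference shared by the 3H, 55Fe and FeCl_3_ cultures.

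Within conditions, over 22 libraries, the counts of 815 low-coverage genes rose with depth at a median slope of 0.07064 on the log_2_ scale, against 1.22 for 3497 other genes. Counts that stay constant while depth changes turn into log_2_ fold changes the size of the scaling between the groups. The median log_2_ fold change of the low-coverage genes was -3.179 after 1 day of 239Pu, 4.984 after 15 days of 3H and -2.196 after 1 day of 55Fe, beside log_2_ ratios of scaling of -2.44, 4.97 and -1.96. Of the 174 genes called higher for 3H at day 15 and lower for 239Pu or 55Fe at day 1, 45 were low-coverage genes. With DESeq2's Wald test and the identical columns kept it was 508 of 690. The class was set in the 239Pu libraries, while between 2008 and 2383 genes lay under its limit in the 3H libraries of day 15. These numbers therefore cannot exclude a constant coverage for the genes outside the class. In the paper's tables, 39 of the 95 values past 2 in size are on low-coverage genes.

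Genes of 1 operon moved in opposite directions. With DESeq2 the log_2_ fold changes of the 13 *nuo* genes had an SD of 3.128 after 1 day of 239Pu, with a median standard error of 1.09, and of 3.325 after 15 days of 3H, with a median standard error of 0.508. In the other 4 comparisons the SD was below the median standard error (0.205 beside 0.369 for 239Pu at day 15, 0.784 beside 1.44 for 3H at day 1, and 0.591 beside 1.00 and 0.425 beside 0.673 for 55Fe). Counting that moved reads between neighboring genes cannot be told apart here from the near constant coverage of 7 of the 13 genes, and the operon was chosen for its opposite signs. Counts under 10 were mixed with counts over 100 in 30.77% of the genes called for 239Pu at day 1, 36.07% for 3H at day 15 and 12.53% for 55Fe at day 1, beside 19.2%, 22.0% and 10.9% of other genes of the same expression. At day 15 the shares were 62.5% of the 8 genes called for 239Pu, beside 2.55%, and 14.9% for 55Fe, beside 6.26%. The limit that decides this test was changed after its values were seen, and it was then left undecided, since a called gene passes a log_2_ fold change of 2 and the call itself favors mixing.

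Thinned to the depth of the smallest library, 55Fe against FeCl_3_ had 458 called genes at day 1 and 575 at day 15, where the main fits had 415 and 570. Thinning removes a difference in depth within a comparison, but FeCl_3_ day 1 R1, the smallest library, stays as it is, and at day 15 the totals of the 2 groups overlap before thinning. Calls that come from a small library itself would stay. Against FeCl_3_ day 1 R3 alone, 318 of the 415 genes kept their direction past 2. Against control day 1 R2 alone, 287 of the 377 genes of 239Pu did. These genes were called with the same reference library in the fit, which favors keeping their direction, so the library with little depth and the one with most counts on rRNA cannot be excluded as a source of calls.

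For each of the 6 comparisons with 3 libraries in both groups, all at day 15, 1 of the 4 splits that part the same-numbered pairs had as many called genes, the true one. The other 6 of the 10 splits keep a same-numbered pair together. The highest number of another split was 1 for 239Pu and 0 for each of the others. With 4 splits, or with all 10, the design cannot rule out chance whatever the numbers are.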
